# Hedgehog signaling regulates gene expression in planarian glia

**DOI:** 10.7554/eLife.16996

**Published:** 2016-09-09

**Authors:** Irving E Wang, Sylvain W Lapan, M Lucila Scimone, Thomas R Clandinin, Peter W Reddien

**Keywords:** planaria, glia, astrocytes, Hedgehog signaling, regeneration, *Schmidtea mediterranea*, Other

## Abstract

Hedgehog signaling is critical for vertebrate central nervous system (CNS) development, but its role in CNS biology in other organisms is poorly characterized. In the planarian *Schmidtea mediterranea, hedgehog (hh*) is expressed in medial cephalic ganglia neurons, suggesting a possible role in CNS maintenance or regeneration. We performed RNA sequencing of planarian brain tissue following RNAi of *hh* and *patched (ptc)*, which encodes the Hh receptor. Two misregulated genes, *intermediate filament-1 (if-1*) and *calamari (cali*), were expressed in a previously unidentified non-neural CNS cell type. These cells expressed orthologs of astrocyte-associated genes involved in neurotransmitter uptake and metabolism, and extended processes enveloping regions of high synapse concentration. We propose that these cells are planarian glia. Planarian glia were distributed broadly, but only expressed *if-1* and *cali* in the neuropil near *hh*^+^ neurons. Planarian glia and their regulation by Hedgehog signaling present a novel tractable system for dissection of glia biology.

**DOI:** http://dx.doi.org/10.7554/eLife.16996.001

## Introduction

The Hedgehog (Hh) signaling pathway has been implicated in numerous developmental processes across the Metazoa, including limb and midline development in vertebrates and segmentation in *Drosophila* (Ingham et al., 2011). Little is known, however, about the role of Hh signaling in the Lophotrochozoa, one of the three superphyla that comprise the Bilateria. Further study and comparison with representatives of the other two Bilaterian superphyla, the Deuterostomes and the Ecdysozoa, is required to understand the evolution of this signaling pathway and its roles in metazoan biology. One member of the Lophotrochozoa, the planarian *Schmidtea mediterranea*, is a model system for the study of stem cell biology, wound response, and tissue patterning (Reddien et al., 2005a; Sanchez Alvarado and Newmark, 1999). Planarians are free-living platyhelminthes capable of regenerating essentially any lost tissue, a process involving the maintenance of a pluripotent stem cell population throughout adulthood (Morgan, 1898; Reddien, 2011; Reddien and Sánchez Alvarado, 2004; Wagner et al., 2011; Witchley et al., 2013). Inhibition of Hh signaling in planarians perturbs regeneration of the anteroposterior (AP) axis. *hh(RNAi)* animals regenerate bifurcated or no tails, whereas *ptc(RNAi)* animals regenerate anterior tails instead of heads (Glazer et al., 2010; Rink et al., 2009; Yazawa et al., 2009).

The planarian CNS consists of a pair of cephalic ganglia and ventral nerve cords, each comprised of a cortex of neuronal cell bodies surrounding a neurite-filled neuropil (Morita and Best, 1965). *hh* is expressed in cells along the medial domain of the cephalic ganglia (Rink et al., 2009; Yazawa et al., 2009), a location analogous to the vertebrate neural tube floor plate (Dessaud et al., 2008). However, roles for Hh signaling in planarian nervous system regeneration have not been described, despite a wealth of information on its involvement in the CNS of other systems. The vertebrate ortholog Sonic hedgehog (SHH) is secreted from the floor plate and forms a ventral-to-dorsal morphogenetic gradient that establishes domains of transcription factor expression in the ventral neural tube (Dessaud et al., 2008). Each domain generates a distinct complement of progenitors that differentiate into neurons and glia (Dessaud et al., 2008). The *Drosophila* neurectoderm has a similar ventral-to-dorsal distribution of orthologous transcription factors, but Hh signaling is not required to establish these domains (Cornell and Ohlen, 2000). Hh signaling has recently been implicated in the regulation of multiple aspects of glia biology. In addition to specifying oligodendrocyte progenitors in the neural tube (Rowitch and Kriegstein, 2010), the pathway is also involved in inducing reactive astrogliosis in response to brain injury in adult mammals (Sirko et al., 2013), specifying subtypes of midline glia during *Drosophila* development (Watson et al., 2011), and regulating gene expression in astrocyte subtypes (Farmer et al., 2016). Examining the role of Hh signaling in planarian brain homeostasis and regeneration presents an opportunity to determine ancestral roles for this pathway in the differentiation and regulation of CNS cell types.

Through a tissue-specific RNA-sequencing approach, we identified two CNS-associated genes, *if-1* and *cali*, for which expression levels were strongly impacted by inhibition of *hh* and *ptc*. From analysis of the morphological and molecular features of cells expressing *if-1* and *cali* we propose that these cells are the first glial cell type to be molecularly identified in planarians. Planarian glia proximal to the Hh source express *if-1* and *cali*, whereas glia distal from the midline do not express these genes unless the Hh signaling pathway is induced by *ptc* inhibition. Therefore, we propose that the state of glia is regulated by proximity to medial Hh signaling. Our data indicate that a role for Hh signaling in regulation of CNS glia is a common feature across all three superphyla of the Bilateria.

## Results

### RNA sequencing identifies a set of CNS-enriched genes affected by inhibition of Hh

Previous results have shown that *hh* is expressed in two stripes lateral of the planarian midline, a pattern similar to the medial domain of the cephalic ganglia and ventral nerve cords (Rink et al., 2009; Yazawa et al., 2009). To determine whether *hh* is expressed in neurons, we performed double fluorescent in situ hybridization (FISH) analysis using RNA probes for *hh* and *Smed-prohormone convertase 2 (pc2*), an established neuronal marker (Collins et al., 2010). Cells in the medial domain of the cephalic ganglion lobes expressed both *pc2* and *hh* (Figure 1A). The cholinergic neuron marker *Smed-choline acetyltransferase (chat*) (Nishimura et al., 2010) was also expressed in some, but not all, *hh*^+^ cells (Figure 1B).

**Figure 1.**
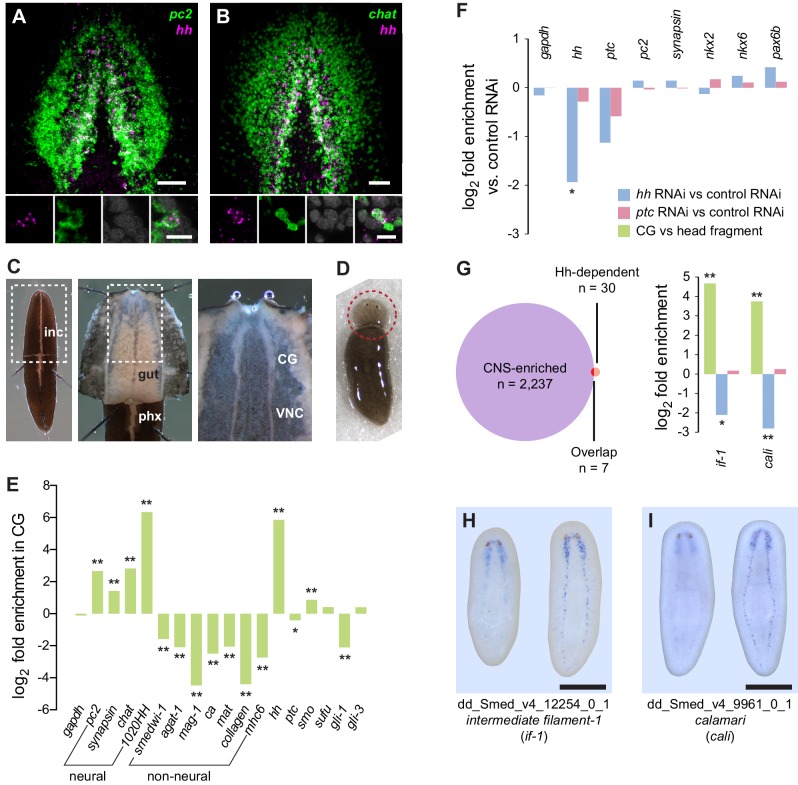
Perturbation of Hh signaling affects gene expression in the cephalic ganglia. (**A**–**B**) Double fluorescent RNA in situ hybridization (FISH) for *hh* (magenta) and neuronal markers (**A**) *pc2* or (**B**) *chat* (green) in wild-type animals. Main panels show cephalic ganglia. Lower panels show high magnification images of, from left to right, *hh* (magenta), *pc2* or *chat* (green), DAPI (gray), and merged channels from a representative double-positive neuron. (**C**) Excision of cephalic ganglia tissue from acid-killed animals for RNA isolation. The left panel shows incision in the dorsal epidermis. Middle panel shows detail of the boxed region in the left panel after removal of dorsal epidermis. The right panel shows the detail of the boxed region in the middle panel after removal of gut tissue overlying the cephalic ganglia and ventral nerve cords. Abbreviations: inc, incision; gut, gut branches; phx, pharynx; CG, cephalic ganglia; VNC, ventral nerve cords. See methods for dissection protocol. (**D**) Representative image of amputation used to collect tissue for generating the head fragment Illumina libraries. Circle indicates the portion of the animal taken for RNA isolation. (**E**) Bar graph depicting log_2_ fold enrichment of selected markers in cephalic ganglia transcriptome over the head fragment transcriptome. Experimentally-verified neural markers and non-neural markers identified by brackets. Average log_2_ fold enrichment of all 7 CNS genes listed in Figure 1—source data 2 in cephalic ganglia transcriptome is 2.57. Average log_2_ fold depletion of all 22 non-CNS genes listed in Figure 1—source data 2 in cephalic ganglia transcriptome is 1.22. Statistically significant log_2_ fold change indicated by asterisks (*p_adj_≤0.05, **p_adj_≤0.001). For a list of all analyzed genes, see Figure 1—source data 1. (**F**) Bar graph depicting log_2_ fold enrichment of transcript expression level in the cephalic ganglia tissue of *hh(RNAi)* animals (blue bars) or *ptc(RNAi)* animals (red bars) over cephalic ganglia tissue from *control(RNAi)* animals. (**G**) Intersection of CNS-enriched genes (n = 2237) and Hh-dependent genes (n = 30) reveals 7 CNS genes misregulated following Hh pathway perturbation. Bar graph shows CNS enrichment (green bar) and relative expression following RNAi of *hh* (blue bar) or *ptc* (red bar) for *if-1* and *cali* (*p_adj_≤0.05, **p_adj_≤ 0.01). (**H**–**I**) WISH for (**H**) *if-1* and (**I**) *cali*. Dorsal surface shown on left, ventral surface shown on the right. Anterior up, maximum intensity projection of the ventral domain shown for **A**, **B**. Anterior up for **H**, **I**. Scale bars: 50 um for overviews, 10 um for insets for **A**, **B**; 500 um for **H**, **I**. **DOI:** http://dx.doi.org/10.7554/eLife.16996.002 10.7554/eLife.16996.003Figure 1—source data 1.Neuronal markers used in RNA-seq analysis and co-expression studies.For each gene, log_2_ fold change between *control(RNAi)* and *hh(RNAi)* and between *control(RNAi)* and *ptc(RNAi)* cephalic ganglia samples are listed. References for previously published genes are listed (Cebrià and Newmark, 2005; Cebrià et al., 2002; Collins et al., 2010; Cowles et al., 2013; Currie and Pearson, 2013; Felix and Aboobaker, 2010; Fraguas et al., 2011; Gurley et al., 2008; Lapan and Reddien, 2011; März et al., 2013; Nishimura et al., 2010, 2008; Petersen and Reddien, 2008; Rink et al., 2009; Scimone et al., 2014a; Scimone et al., 2014b; Vásquez-Doorman and Petersen, 2014).**DOI:** http://dx.doi.org/10.7554/eLife.16996.003 10.7554/eLife.16996.004Figure 1—source data 2.Enrichment of neuronal markers and depletion of non-neuronal markers in cephalic ganglia tissue libraries.For each gene, general expression pattern and log_2_ fold enrichment of CNS tissue expression over head fragment expression is listed. CNS, central nervous system; GUT, intestinal tract; MUS, muscle layer; NB, neoblasts; NP, neuropil; NPH, nephridia; PCYM, parenchyma; PHX, pharynx; PR, photoreceptors; RIM, body peripheral edge. References for previously published genes are listed (Cebrià and Newmark, 2005; Collins et al., 2010; Currie and Pearson, 2013; Eisenhoffer et al., 2008; Fraguas et al., 2011; Lapan and Reddien, 2011, 2012; Petersen and Reddien, 2009; Reddien et al., 2005b; Rink et al., 2009; Scimone et al., 2011; Witchley et al., 2013; Zayas et al., 2010).**DOI:** http://dx.doi.org/10.7554/eLife.16996.004 10.7554/eLife.16996.005Figure 1—source data 3.Genes with significant differential expression levels following inhibition of *hh* or *ptc.*Criteria for selecting genes were (1) adjusted p-value (p_adj_) of less than 0.05, (2) greater than 1000 RPKM, and (3) greater than 2-fold change in expression level either between *control(RNAi)* and *hh(RNAi)* or between *control(RNAi)* and *ptc(RNAi)*. Annotations by best BLAST hit listed for each gene; "No Similarity" listed if no significant BLAST hit was found. Two genes, *prog-1* and *reticulocalbin-1*, were described in planarians previously (Eisenhoffer et al., 2008; Zayas et al., 2010). Blue text indicates greater than 2-fold change in expression level. Green text indicates enrichment in CNS tissue versus whole head fragment.**DOI:** http://dx.doi.org/10.7554/eLife.16996.005 10.7554/eLife.16996.006Figure 1—source data 4.Accession numbers of protein sequences used in phylogenetic analysis of intermediate filament proteins.Text in gray represents hypothetical proteins or sequences with high BLASTX similarity.**DOI:** http://dx.doi.org/10.7554/eLife.16996.006

**Figure 1—figure supplement 1.**
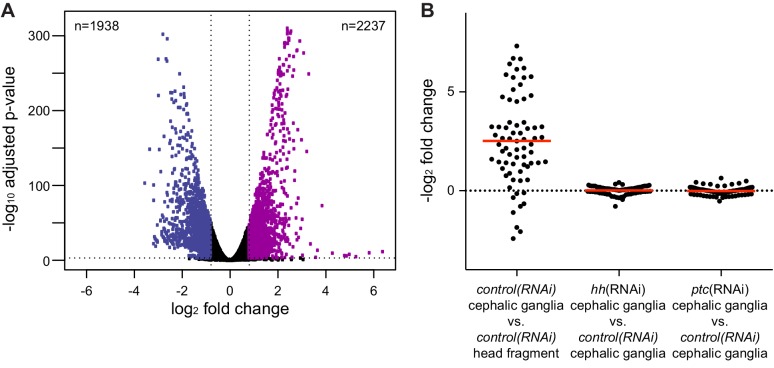
Analysis of RNA-seq libraries. (**A**) Volcano plot of differential expression between head fragment transcriptome and cephalic ganglia transcriptome. Dots represent the magnitude of differential expression versus the significance for each gene with an average RPKM over 100. A horizontal dotted line indicates significance cutoff and vertical lines indicate the differential expression magnitude cutoff. Number of genes significantly enriched (purple dots) or depleted (blue dots) in cephalic ganglia tissue listed in the upper right and left corners, respectively. (**B**) Column scatter plot of differential expression of neural markers between conditions. Each dot represents one neural marker. The solid red line indicates mean log_2_ fold change of all analyzed neural markers for each condition. **DOI:** http://dx.doi.org/10.7554/eLife.16996.007

**Figure 1—figure supplement 2.**
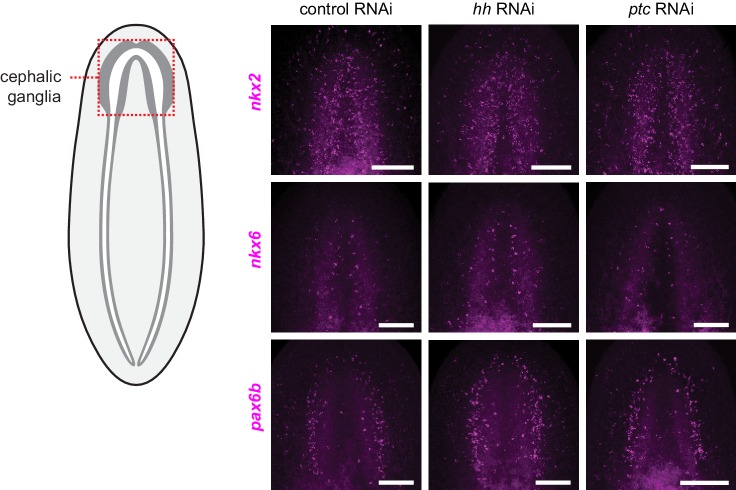
Hh signaling pathway perturbation does not affect regional expression of transcription factors in the central nervous system. FISH of orthologs of vertebrate CNS development transcription factors following perturbation of Hh signaling pathway components. Schematic indicates a region of the animal displayed in images. Inhibition of *hh* (center column) or *ptc* (right column) shows no change in the expression pattern of *nkx2* (top row), *nkx6* (middle row), or *pax6b* (bottom row) from controls (left column). Anterior up, maximum intensity projection of ventral side shown. Scale bars: 100 um for all. **DOI:** http://dx.doi.org/10.7554/eLife.16996.008

**Figure 1—figure supplement 3.**
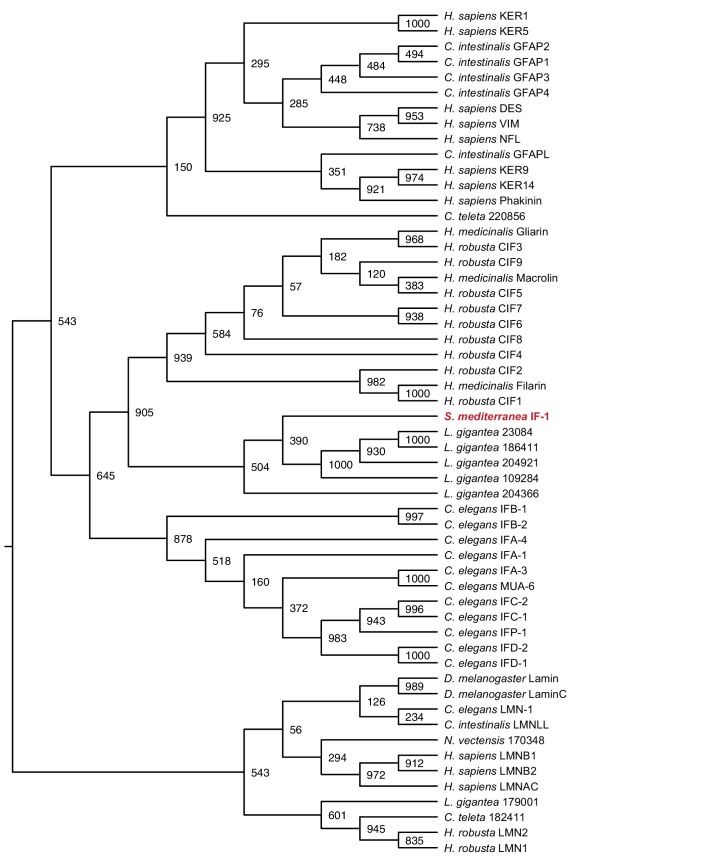
Maximum likelihood cladogram for cytoplasmic intermediate filaments. *S. mediterranea* IF-1 clusters with Protostome cytoplasmic intermediate filaments, which diverged prior to the vertebrate radiation of multiple intermediate filament types. Nuclear intermediate filament proteins were used as an outgroup to root the tree. Bootstrap values listed at branch junctions. Accession numbers of protein sequences used in the analysis listed in Figure 1—source data 4. **DOI:** http://dx.doi.org/10.7554/eLife.16996.009

To identify roles of Hh signaling in the planarian CNS maintenance, we examined gene expression changes using RNA sequencing of cephalic ganglia following RNAi of *hh, ptc*, or a control gene (*C. elegans unc-22*) not present in the planarian genome. We developed a dissection technique that allowed cephalic ganglia tissue to be collected from large (>2 cm) S2F1L3F2 sexual strain *S. mediterranea* animals following a brief acid-based fixation (Figure 1C). To test for enrichment using this dissection technique, amputated head fragments collected from CIW4 asexual strain *S. mediterranea* animals after six control dsRNA feedings were used as a reference library (Figure 1D). Head fragments contain cephalic ganglia as well as most major planarian tissue types (Hyman, 1951).

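RNA was sequenced from 4 groups of 2 libraries each: head fragments after control RNAi, and dissected cephalic ganglia (CNS) after control, *hh* or *ptc* RNAi. Head fragments came from CIW4 animals after 6 dsRNA feedings and cephalic ganglia from S2F1L3F2 animals after 12 feedings. Each head library was made from 1.0 µg of RNA and each CNS library from 0.2 µg, so strain, feedings and RNA input changed together with the tissue. The authors mapped the reads with Bowtie2 to the Dresden transcriptome assembly, kept the best single alignment and counted reads with Samtools. Their methods name DESeq2 for the comparisons, while the columns of the deposited tables carry the names that the nbinomTest function of DESeq writes, so which program gave the authors' p-values is not settled here. For each of 38634 contigs and each of 3 comparisons, the authors deposited the mean of both libraries of a group, after dividing the reads of each library by its size factor. Every such mean is a sum of whole multiples of 2 fixed steps, 1 step per library, and the reads of each library on each contig were recovered from these sums. Of the means above 0, 100% could be written this way, with a largest relative misfit of 9.43e-10. In the head fragments 55 contigs, with means of at least 18768, allowed more than 1 pair of read counts, and the most even pair was used. Between 11479783 and 18932854 reads per library lay on contigs, with a median of 12327233 over the 8 libraries. The recovered libraries carry no replicate number and are called a and b here. Values are given as normalized reads, the recovered reads divided by the size factor of the library in that comparison. The authors' minimum in RPKM needs contig lengths, which the deposited tables do not hold, so contigs with an average of at least 100 normalized reads over both conditions were tested instead. The test was limma on log2(normalized reads + 1) with Benjamini-Hochberg adjustment over the tested contigs, and a contig was called at an adjusted p under 0.05 and a change of more than 2-fold. Fold changes are on this log2(value + 1) scale, which understates the change of contigs with few reads. With 2 libraries against 2, an exact two-sided permutation test cannot give a p below 0.333, so none was run on single genes.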

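In control CNS against control head fragments, 13494 contigs were tested, and limma with Benjamini-Hochberg adjustment called 4418 higher and 3000 lower in cephalic ganglia. The called contigs were thus higher in 59.6% of cases. The median log2 fold change of all tested contigs was 0.32, and taken relative to this median 3420 contigs were called higher and 3688 lower, or 48.1% higher. DESeq2 on the recovered reads, which scales the libraries on the tested contigs alone, called 3423 higher and 3696 lower (48.1% higher). The edgeR quasi-likelihood test with TMM scaling called 3465 higher and 3667 lower (48.6% higher). The alternative that moved the counts by the largest factor was an average of at least 1000, with 707 contigs called higher and 600 lower, and without a minimum for expression, 37632 contigs were tested and 7498 were called higher and 10427 lower. With each library left out in turn, between 4338 and 4498 contigs were called higher and between 2855 and 3044 lower. The largest rises were those of contigs dd_Smed_v4_14543_0_1 and dd_Smed_v4_8319_0_1, which the paper's tables do not pair with a gene name. They averaged 41626 and 17374 normalized reads in control CNS, while the head libraries held 2 reads in total on each of them. The largest falls were a log2 fold change of -9.53 for dd_Smed_v4_518_0_1 and of -9.33 for dd_Smed_v4_238_0_1, the second of which was not called with either head library left out.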

Differential expression analysis of cephalic ganglia versus head fragments following control RNAi revealed that, of the total 15,113 transcripts passing our filters (see methods), 2237 transcripts were significantly enriched and 1938 transcripts were significantly diminished in cephalic ganglia libraries over head fragment libraries (adjusted p-value <0.05, log_2_ fold change >1.0) (Figure 1—figure supplement 1A). To assess the success of our procedure in enriching CNS-associated transcripts, we examined a panel of 70 genes consisting of both experimentally validated head- and nervous system-enriched genes as well as transcripts predicted to be present in neurons based on sequence similarity to molecules with known roles in neuron biology (Figure 1—source data 1). 

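The 70 contigs of the panel had a mean log2 fold change of 2.53 ± 0.10 (SD between libraries of the list's mean, n = 2 per group) in cephalic ganglia over head fragments. Their median was 2.43, the single values ran from -2.36 to 7.27, and 61 of 70 were above 0. Of the 62 panel contigs tested, limma with Benjamini-Hochberg adjustment called 51 higher and 3 lower, 54 in all, and 54 were also called when adjusted over the list alone. The median of these 62 contigs was 2.54 and that of the 13432 other tested contigs 0.31. Among 10000 random lists of other contigs with matched expression the median stayed between -0.74 and 1.13, although genes measured in the same libraries are not independent replicates. In 81.9% of all pairs of a panel contig and another tested contig, at any expression, the panel contig had the larger fold change. The panel mean was 2.21 relative to the median of all tested contigs, and 2.71 when contigs below the expression minimum were left out. The 9 contigs below 0 were *prep*, *sFRP-2*, *tyr*, *wnt2*, *ndl-3*, *ndl-4*, *zic-1*, *cas* and *FoxQ2*. Those called lower were *wnt2* at -2.07, *zic-1* at -1.93 and *prep* at -1.11, the last of which was at -0.98 and not called without library a of the control CNS.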

Overall, members of this collection had an average log_2_-fold enrichment of 2.55 in cephalic ganglia tissue over head fragments, demonstrating successful enrichment of nervous system cells (Figure 1—figure supplement 1B). Broadly expressed neuronal markers *syn, chat*, and *pc2* were only somewhat enriched (Figure 1E), consistent with the fact that these genes are also expressed in the peripheral nervous system located throughout the head. Conversely, genes expressed in cells restricted to the medial CNS, such as *hh* and the prohormone-encoding gene *1020HH* (Collins et al., 2010) were more highly enriched, at 57-fold and 81-fold, respectively (Figure 1E). 

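The contig of *syn* (dd_Smed_v4_3135_0_1) had 5812 ± 144 normalized reads (SD, n = 2) in control CNS and 2187 ± 68.8 in head fragments, a log2 fold change of 1.41 (standard error 0.06, adjusted p = 6.51e-05 from limma with Benjamini-Hochberg adjustment). For *chat* (dd_Smed_v4_6208_0_1) the values were 16611 ± 1058 and 2360 ± 70.5 normalized reads, a log2 fold change of 2.81 (standard error 0.08). *pc2* (dd_Smed_v4_1566_0_1) had 45415 ± 37.1 and 7211 ± 215 normalized reads, a log2 fold change of 2.66 (standard error 0.08). Relative to the median of all tested contigs these changes were 1.09, 2.49 and 2.33. Both CNS libraries lay above both head libraries for each of these genes, and limma, edgeR and DESeq2 called all of them higher.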

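The contig of *hh* (dd_Smed_v4_41965_0_1) had 272 ± 26.8 normalized reads (SD, n = 2) in control CNS and 4.71 ± 1.68 in head fragments, with between 4 and 245 recovered reads per library. Its log2 fold change was 5.61 (standard error 0.37, adjusted p = 0.000152 from limma with Benjamini-Hochberg adjustment), or 48.8-fold, and the ratio of the group means without the added 1 was 57.7. With each library left out in turn the log2 fold change of *hh* stayed between 5.30 and 5.91. *1020HH* (dd_Smed_v4_5133_0_2) had 8952 ± 57.3 normalized reads in control CNS and 110 ± 5.04 in head fragments. This gave a log2 fold change of 6.33 (standard error 0.07, adjusted p = 9.74e-06 from limma with Benjamini-Hochberg adjustment), or 80.7-fold.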

We also examined a number of markers known to be expressed in non-neural cell types and found that whereas most of these genes were depleted in cephalic ganglia libraries, some genes were enriched (Figure 1—source data 2). However, the non-neuronal markers frequently used to identify specific cell types in planarians *smedwi-1, agat-1, marginal adhesive gland-1 (mag-1), carbonic anhydrase (ca), mat, collagen*, and *myosin heavy chain 6 (mhc6*) were greatly underrepresented in the CNS-specific sample (Figure 1E, Figure 1—source data 2). 

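The marker table of Figure 1—source data 2 was split by its written expression pattern, with *gapdh* and the Hh pathway genes set apart. The 22 contigs without CNS in their pattern had a mean log2 fold change of -1.16 ± 0.15 (SD between libraries of the list's mean, n = 2 per group), a median of -1.69, and 14 of 22 below 0. Of the 16 that were tested, limma with Benjamini-Hochberg adjustment called 10 lower and 3 higher, and 13 were also called when adjusted over the list alone. The higher ones were *netrin 2* with a log2 fold change of 2.5, *distal-less* with 1.76 and *mboat7* with 1.24. The others above 0 were *sp6-9*, *wntP-1*, *mboat2*, *wntP-2* and *sine oculis 1/2-2*, of which *sine oculis 1/2-2*, at 0.03, fell to -0.29 relative to the median of all tested contigs. The 7 contigs with CNS in their pattern had a mean of 2.56 ± 0.07 and ran from 0.32 to 6.33, and limma called 6 of 7 higher. The panel of neuronal genes also holds 4 of these 7 contigs and 2 of the 22. *netrin 2* is among these 2, and the paper cites earlier work that placed *netrin-2* in neuropil cells. Its rise thus need not come from tissue outside the ganglia. Relative to the median of all tested contigs the means were -1.48 for the 22 contigs and 2.24 for the 7 contigs.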

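In control CNS over head fragments, the log2 fold change was -1.59 for *smedwi-1*, -2.13 for *agat-1*, -4.48 for *mag-1*, -2.60 for *ca*, -2.08 for *mat*, -4.44 for *collagen* and -2.74 for *mhc6*. Each was called lower by limma, edgeR and DESeq2, and the largest of the adjusted p-values from limma with Benjamini-Hochberg adjustment was 0.0027, for *ca*. *ca* (dd_Smed_v4_4841_0_1) had 66.5 and 156 normalized reads in the control CNS libraries and 621 ± 9.76 (SD, n = 2) in head fragments, and its log2 fold change ran from -3.20 to -1.99 with each library left out in turn. *mag-1* (dd_Smed_v4_769_0_1), the lowest of these genes, had 526 ± 17.8 normalized reads in control CNS and 11740 ± 255 in head fragments.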

Genes expressed in many planarian tissues, such as *gapdh* and *ptc*, showed little difference in expression in the cephalic ganglia-versus-head dataset (Figure 1E, Figure 1—source data 1). These data indicate that although other tissues cannot be completely eliminated, the dissection protocol greatly enriches for cephalic ganglia transcripts.

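*gapdh* (dd_Smed_v4_78_0_1) had 46647 ± 4721 normalized reads (SD, n = 2) in control CNS and 50253 ± 526 in head fragments, a log2 fold change of -0.11 (standard error 0.11, adjusted p = 0.396 from limma with Benjamini-Hochberg adjustment). *ptc* (dd_Smed_v4_7063_0_2) had 348 ± 5.24 and 465 ± 3.52 normalized reads, a log2 fold change of -0.42 (standard error 0.07, adjusted p = 0.00459 from limma with Benjamini-Hochberg adjustment), a change of less than 2-fold that was larger than the spread between libraries. Relative to the median of all tested contigs the changes were -0.43 for *gapdh* and -0.74 for *ptc*, and DESeq2 gave adjusted p-values of 0.000337 and 1.36e-05.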

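The SD of the log2 difference between both libraries of a pair was 0.337 over 12374 contigs in control CNS and 0.147 over 12239 contigs in head fragments. These are spreads of single contigs, while the plot of enrichment by list draws each list with the SD of its mean between libraries. From the enrichment of the neuronal panel and the depletion of markers of other cell types, the paper concludes that the dissection enriches cephalic ganglia transcripts without removing other tissues completely.

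**Figure D1:**
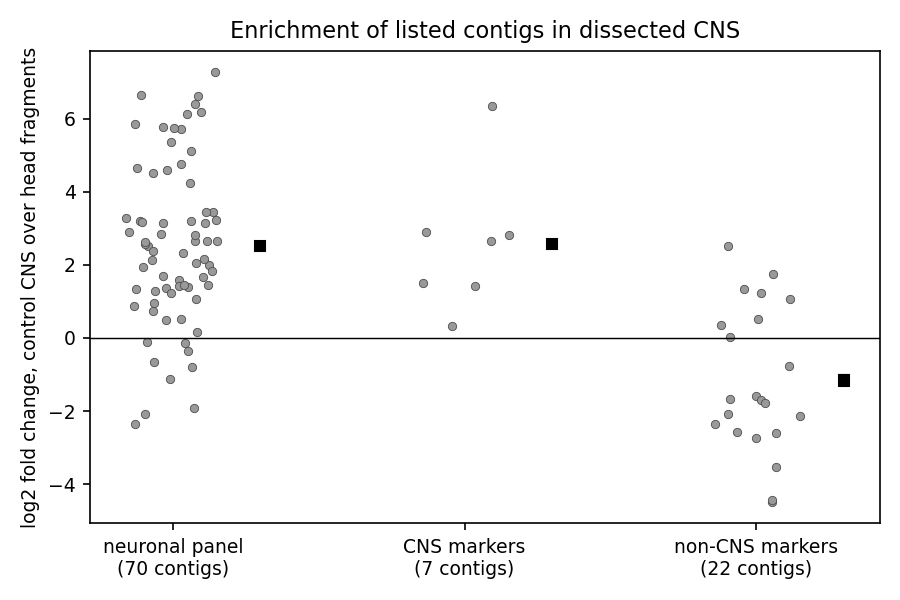
Log2 fold change of control CNS over head fragments (vertical axis) for the contigs of the neuronal panel, the CNS markers and the non-CNS markers. Grey points are single contigs, black squares the mean of each list, and error bars the SD between libraries (n = 2 per group), which are shorter than the squares; the means lie at 2.53, 2.56 and -1.16.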

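The targets of the dsRNA were examined first, as a check of the labels. *hh* had 38.5 and 80 normalized reads in libraries a and b of *hh(RNAi)* CNS and 242 and 211 in the control CNS libraries. *ptc* had 189 and 198 normalized reads in the *ptc(RNAi)* CNS libraries and 288 and 292 in the control CNS libraries, but it was lower still in libraries a and b of *hh(RNAi)* (156 and 110), so its level does not single out the *ptc(RNAi)* libraries. In *hh(RNAi)* against control CNS, 12153 contigs were tested, and limma with Benjamini-Hochberg adjustment called 0 higher and 1 lower, which was *cali* (dd_Smed_v4_9961_0_1). At an unadjusted p under 0.05 there were 276 contigs, while DESeq2 on the recovered reads called 0 higher and 37 lower and the edgeR quasi-likelihood test 0 higher and 2 lower. A single limma fit over all 8 libraries called 0 higher and 10 lower. The counts changed to 5 higher and 8 lower without library a of *hh(RNAi)*, 1 and 6 without its library b, 0 and 5 without library a of the control CNS, and 0 and 2 without its library b. In *ptc(RNAi)* against control CNS, 12121 contigs were tested, and limma called 32 higher and 9 lower, with 774 contigs at an unadjusted p under 0.05. DESeq2 called 88 higher and 38 lower, edgeR 28 higher and 8 lower, and the limma fit over all libraries 17 higher and 2 lower. Without an expression minimum, limma called 0 of 35600 contigs in *ptc(RNAi)*, with 2508 at an unadjusted p under 0.05. Without library a of *ptc(RNAi)* 1 contig was called higher and 8 lower, and without its library b 9 and 5, so that 4 and 6 of the 41 contigs stayed called. Without library a of the control CNS the counts were 41 higher and 14 lower, and without its library b 65 and 47. In these fits the lone library was assumed to vary like the other group. Across 11907 contigs tested in both comparisons, the log2 fold changes in *hh(RNAi)* and *ptc(RNAi)* had a Pearson r of 0.20, where unchanged groups simulated against the same control libraries gave a mean of 0.32 (0.24 to 0.39), and from -0.088 to 0.71 when the difference within a pair kept its direction over all contigs. The direction was the same for 58.6% of these contigs, against 61.1% in the simulation, and contigs of the same libraries are not independent replicates.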

To find targets of Hh signaling in the CNS, we next compared cephalic ganglia tissue from *hh(RNAi)* and *ptc(RNAi)* animals. We found insignificant differences in transcript levels for the broadly expressed housekeeping gene *gapdh* and the neural genes *syn* and *pc2* (Figure 1F). 

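In *hh(RNAi)* against control CNS, the log2 fold change was -0.15 for *gapdh* (standard error 0.19), 0.14 for *syn* (standard error 0.17) and 0.14 for *pc2* (standard error 0.18), each with an adjusted p of 1.00 from limma with Benjamini-Hochberg adjustment. In *ptc(RNAi)* it was 0.0039 for *gapdh* (standard error 0.15), -0.012 for *syn* (standard error 0.12) and -0.036 for *pc2* (standard error 0.15), with adjusted p-values from 0.983 to 0.997 from the same limma test. In either comparison limma called 0 of these 3 genes, with 0 when adjusted over the list alone and 0 at an unadjusted p under 0.05, and edgeR and DESeq2 called none. The *syn* change in *hh(RNAi)* was -0.019 without library a of *hh(RNAi)*. In *ptc(RNAi)*, *gapdh* changed to -0.096 without library a of the control CNS and to -0.020 without library a of *ptc(RNAi)*, *syn* to 0.047 without library a of *ptc(RNAi)* and to 0.0100 without library b of the control CNS, and *pc2* to 0.064 without library a of *ptc(RNAi)*, so no direction was established for them. The panel of 70 neuronal contigs had a mean log2 fold change of 0.0072 ± 0.091 (SD between libraries of the list's mean, n = 2 per group) in *hh(RNAi)* and of -0.021 ± 0.084 in *ptc(RNAi)*. Limma called 0 of the 60 panel contigs tested in *hh(RNAi)* and 0 of the 61 tested in *ptc(RNAi)*, also 0 when adjusted over the list alone, and 2 in each comparison had an unadjusted p under 0.05. The median of the tested panel contigs in *hh(RNAi)* was 0.062, above the range of -0.15 to 0.046 from 10000 random lists of matched expression. In *ptc(RNAi)* it was -0.038, inside the range of -0.089 to 0.10. The random lists came from the same libraries, so their range leaves out the variation between libraries. The panel mean of log2(normalized reads + 1) was 9.84 and 9.85 in the *hh(RNAi)* libraries. Both lay between the 9.77 and 9.90 of the control CNS libraries, so no rise of the panel was established.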

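In *hh(RNAi)*, *hh* had 59.2 ± 29.4 normalized reads (SD, n = 2) against 226 ± 22.0 in control CNS, a log2 fold change of -2.01 (standard error 0.38, adjusted p = 1.00 from limma with Benjamini-Hochberg adjustment). The unadjusted limma p was 0.0025, and both *hh(RNAi)* libraries lay below both control libraries. The adjusted p for *hh* was 0.00374 from DESeq2 on the recovered reads, 0.999 from the edgeR quasi-likelihood test and 0.303 from the limma fit over all groups. The authors' deposited table gives *hh* a log2 fold change of -1.94 and an adjusted p of 6.90e-05. With each library left out in turn the log2 fold change of *hh* ran from -2.52 to -1.49. In *ptc(RNAi)*, *ptc* had 194 ± 6.77 normalized reads against 290 ± 3.43 in control CNS, a log2 fold change of -0.58 (standard error 0.13, adjusted p = 0.308 from limma with Benjamini-Hochberg adjustment). Both *ptc(RNAi)* libraries lay below both control libraries, and the log2 fold change of *ptc* ran from -0.62 to -0.55 with each library left out in turn.

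**Figure D2:**
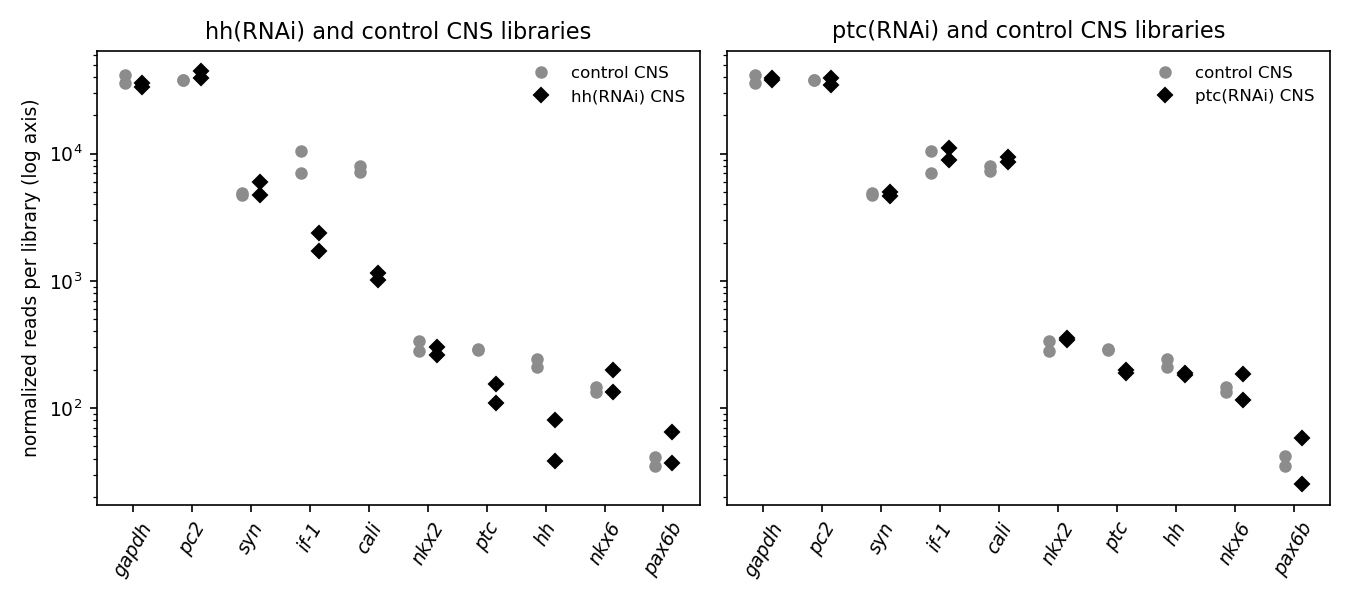
Normalized reads of each library (vertical log axis) for genes named in the text, in *hh(RNAi)* and control CNS on the left and in *ptc(RNAi)* and control CNS on the right. Grey circles are the control CNS libraries and black diamonds the RNAi libraries (n = 2 each); *hh* lies at 38.5 and 80 in *hh(RNAi)*, below 242 and 211 in the controls.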

Expression of *hh* in *hh(RNAi)* animals was, as expected, significantly reduced (p_adj_ <0.05). *ptc* expression was decreased in *ptc(RNAi)* animals as well as in *hh(RNAi)* animals (Figure 1F). Hh acts by negatively regulating Patched protein, which in turn is a negative regulator of transcriptional targets of Hh signaling including the *ptc* gene itself (Varjosalo and Taipale, 2008). Therefore, reduction of *ptc* transcript levels in *hh(RNAi)* animals was not unexpected.

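In *hh(RNAi)*, *ptc* had 156 and 110 normalized reads in libraries a and b, 133 ± 32.4 (SD, n = 2), against 290 ± 4.79 in control CNS. This was a log2 fold change of -1.14 (standard error 0.22, adjusted p = 1.00 from limma with Benjamini-Hochberg adjustment), with an unadjusted limma p of 0.00247 and an adjusted p of 0.132 from DESeq2. Both *hh(RNAi)* libraries lay below both control libraries, and the log2 fold change ran from -1.39 to -0.89 with each library left out in turn, the latter without library b of *hh(RNAi)*. The paper reasons that *ptc* is itself a target of Hh signaling, so that less *hh* would lower *ptc*.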

The Hh signaling pathway is required for establishing expression domains of the transcription factors Nk2.2, Nk6.1, and Pax6 in the developing vertebrate neural tube (Briscoe and Thérond, 2013). Absence of SHH expression in the vertebrate floor plate results in loss of cell types that normally form in these domains (Ruiz i Altaba et al., 2003). By contrast, we were unable to find evidence that in intact planarians, which exhibit extensive tissue turnover and new cell type specification, Hh signaling modulates expression domains of orthologous transcription factors. 

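The contig of *nkx2* (dd_Smed_v4_13898_0_1) had a log2 fold change of -0.12 (standard error 0.17, adjusted p = 1.00 from limma with Benjamini-Hochberg adjustment) in *hh(RNAi)* against control CNS and of 0.18 (standard error 0.14, adjusted p = 0.90) in *ptc(RNAi)*. *nkx6* (dd_Smed_v4_11198_0_1) had a log2 fold change of 0.22 (standard error 0.25, adjusted p = 1.00 from the same limma test) in *hh(RNAi)* and of 0.067 (standard error 0.26, adjusted p = 0.982) in *ptc(RNAi)*. *pax6b* (dd_Smed_v4_35892_0_1) lay below the expression minimum and was not tested, with 51.2 ± 19.6 normalized reads (SD, n = 2) in *hh(RNAi)*, 41.7 ± 23.2 in *ptc(RNAi)* and 38.2 ± 4.60 in control CNS, from 26 to 71 recovered reads per library. Of the 2 genes tested, limma called 0 in either comparison, also 0 when adjusted over the list alone and 0 at an unadjusted p under 0.05, and edgeR and DESeq2 called none. With single libraries left out, *nkx6* changed direction to -0.072 in *hh(RNAi)* without its library b and to -0.27 in *ptc(RNAi)* without its library a, and *pax6b* to -0.029 in *hh(RNAi)* without its library a. In *ptc(RNAi)*, *pax6b* changed to -0.57 without library b of *ptc(RNAi)* and to -0.11 without library b of the control CNS.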

The expression levels of *Smed-nkx2 (nkx2), Smed-nkx6 (nkx6*), and *Smed-pax6b (pax6b*) (Scimone et al., 2014a) were not significantly changed in *hh(RNAi)* and *ptc(RNAi)* animals versus controls (Figure 1F), and we confirmed this finding by FISH (Figure 1—figure supplement 2).

We next conducted expression analysis for cephalic ganglia genes affected by Hh pathway perturbation. We selected a set of 30 transcripts that fit the criteria of at least 2-fold depletion or enrichment in *hh(RNAi)* or *ptc(RNAi)* samples (p_adj_ <0.05), respectively, and at least 1000 RPKM to account for minor discrepancies when harvesting tissue (Figure 1—source data 3). 

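With the same criteria applied to normalized reads (called by limma in *hh(RNAi)* or *ptc(RNAi)*, and an average of at least 1000 in that comparison), 11 contigs were selected. They were *cali*, called in *hh(RNAi)*, and 10 contigs called in *ptc(RNAi)*, and all 11 are in Figure 1—source data 3. Without library a of *ptc(RNAi)*, or without its library b, 1 of these 10 contigs stayed called, while with either control library left out all 10 did. The setting that moved the number most was a call in both comparisons, which limma (276 and 774 contigs at an unadjusted p under 0.05) gave for 0 contigs, edgeR for 0 and DESeq2 for 7. At an average of at least 100, 42 contigs were selected, of which 31 are outside that list. DESeq2 on the recovered reads selected 39 contigs, 25 of them in the list, and edgeR 9. Of the 30 contigs in the list, limma with Benjamini-Hochberg adjustment called 1 in *hh(RNAi)* and 10 in *ptc(RNAi)*. With p-values adjusted over the list alone, 15 were called in *hh(RNAi)* and 21 in *ptc(RNAi)*, which is not independent evidence, since the study chose the list on these samples. In *hh(RNAi)* 25 of the 30 contigs were below 0, in *ptc(RNAi)* 23 were above 0, and 22 moved in opposite directions, as the plot of both fold changes shows. Contig dd_Smed_v4_628_0_1, which the list does not pair with a gene symbol, had the smallest adjusted p in *ptc(RNAi)*, with 7319 ± 581 normalized reads (SD, n = 2) against 1246 ± 37.0 in control CNS, a log2 fold change of 2.55 (standard error 0.12, adjusted p = 0.00299 from limma with Benjamini-Hochberg adjustment). Contig dd_Smed_v4_122_1_1 fell to 109 ± 20.1 from 2102 ± 683 normalized reads, a log2 fold change of -4.22 (standard error 0.24, adjusted p = 0.00618 from limma with Benjamini-Hochberg adjustment), and was not called without either library of *ptc(RNAi)*. Over all 41 contigs that limma called in *ptc(RNAi)*, 70.7% moved the opposite way in *hh(RNAi)*, against a mean of 39.4% (26.8 to 53.7) in simulated unchanged groups that share the control libraries. With a different control library in each comparison the share lay between 51.2% and 78%. The simulated groups were unchanged in both comparisons, whereas the 41 contigs were chosen for their change in *ptc(RNAi)*, so the simulation does not decide.

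**Figure D3:**
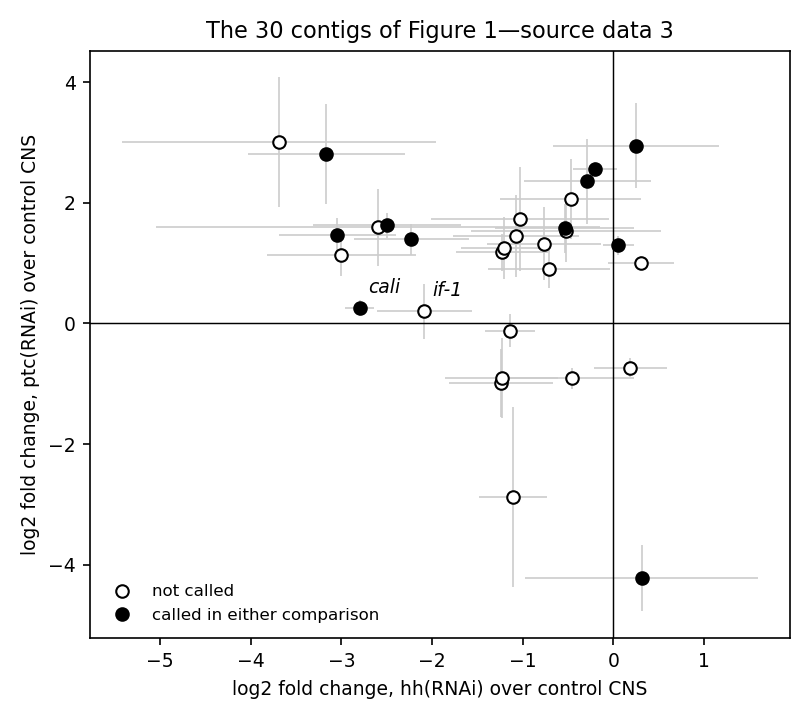
Log2 fold change in *hh(RNAi)* (horizontal axis) against that in *ptc(RNAi)* (vertical axis), both over control CNS, for the 30 contigs of Figure 1—source data 3. Filled points were called by limma in either comparison (11 contigs), open points in neither, and bars are the SD between libraries (n = 2 per group); 22 of the 30 points lie in the quadrants of opposite directions.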

Seven members of this set were CNS-enriched based on our cephalic ganglia-versus-head fragment RNA-seq data; two of these genes, *Smed-intermediate filament-1 (if-1*) and *Smed-calamari (cali*) were found to be expressed in the CNS by whole-mount in situ hybridization (WISH) (Figure 1G–I). *if-1* encodes a member of the cytoplasmic intermediate filament family (Figure 1—figure supplement 3). 

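Of the 11 contigs selected here, limma called 4 higher in control CNS than in head fragments. They were *cali* and contigs dd_Smed_v4_6605_0_1, dd_Smed_v4_433_0_1 and dd_Smed_v4_122_1_1, and of the 30 contigs in the list it called 9 higher. Relative to the median of all contigs dd_Smed_v4_433_0_1 was at 0.70 and dd_Smed_v4_122_1_1 at 0.83, and neither was called, which left 2 of the 4 and 6 of the 9. Without library a of the control CNS, dd_Smed_v4_122_1_1 was at 0.82 and not called, and dd_Smed_v4_433_0_1, at 1.02 with all libraries, was not called without library b of the control CNS or without library a of the head fragments. *cali* (dd_Smed_v4_9961_0_1) had 9127 ± 597 normalized reads (SD, n = 2) in control CNS and 496 ± 32.2 in head fragments, a log2 fold change of 4.20 (standard error 0.08, adjusted p = 1.91e-05 from limma with Benjamini-Hochberg adjustment). *if-1* (dd_Smed_v4_12254_0_1) had 10531 ± 2936 and 347 ± 21.0 normalized reads, a log2 fold change of 4.89 (standard error 0.20, adjusted p = 5.51e-05). In *hh(RNAi)* against control CNS, *cali* fell to 1092 ± 97.2 from 7600 ± 508 normalized reads, a log2 fold change of -2.8 (standard error 0.15, adjusted p = 0.035 from limma with Benjamini-Hochberg adjustment), and it was called with any single library left out. *if-1* fell to 2053 ± 465 from 8770 ± 2457 normalized reads, a log2 fold change of -2.08 (standard error 0.26, adjusted p = 0.595 from limma with Benjamini-Hochberg adjustment). Both *hh(RNAi)* libraries lay below both control libraries for *if-1*, whose adjusted p was 2.41e-11 from DESeq2, 0.965 from edgeR and 0.0402 from the limma fit over all groups. The authors' deposited table gives *if-1* a log2 fold change of -2.10 and an adjusted p of 0.0436. In *ptc(RNAi)* the log2 fold change was 0.26 for *cali* (standard error 0.13, adjusted p = 0.824 from limma with Benjamini-Hochberg adjustment) and 0.20 for *if-1* (standard error 0.21, adjusted p = 0.936), and that of *if-1* changed direction to -0.081 without library a of the control CNS.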

Intermediate filaments are cytoskeletal proteins that provide structural support and mechanical stress resistance in a variety of cell types (Herrmann et al., 2007). *cali* encodes a predicted protein with some similarity to vertebrate protocadherin PCDH19 but lacks clear cadherin domains (Frank and Kemler, 2002), and we therefore named this gene based on the morphology of the cells expressing it (see below).

### *if-1* and *cali* expression location and levels are altered by Hh pathway perturbation

FISH analysis revealed that *if-1* and *cali* were co-expressed primarily in cells in the neuropil, the neurite-dense region surrounded by neuron cell bodies (Best and Noel, 1969; Morita and Best, 1965), of both the cephalic ganglia and the ventral nerve cords (Figure 2A–B, Figure 2—figure supplement 1A). 97.8% of *if-1*^+^/*cali*^+^ cells inside the neuropil and 100% of *if-1*^+^/*cali*^+^ cells outside the neuropil expressed *ptc*, indicating that these cells are likely to be responsive to Hh signaling (Figure 2C). Additionally, *if-1*^+^/*cali*^+^ neuropil cells were adjacent to the *hh*^+^ neurons in the medial cortex, placing them in close proximity to a source of Hh ligand (Figure 2D). *if-1* and *cali* transcripts were detected in processes extending from the bodies of cells within the neuropil of both the cephalic ganglia and ventral nerve cords, indicating an elaborate morphology for these cells (Figure 2E–F). Rarely, cells expressing these two genes were also observed outside the neuropil, such as near the periphery of the head (Figure 2G), but the localization of these rare peripheral cells varied among animals. These isolated cells also showed high levels of expression of both *if-1* and *cali* as well as mRNA-filled processes, suggesting that they are not an artifact of the in situ hybridization protocol used.

**Figure 2.**
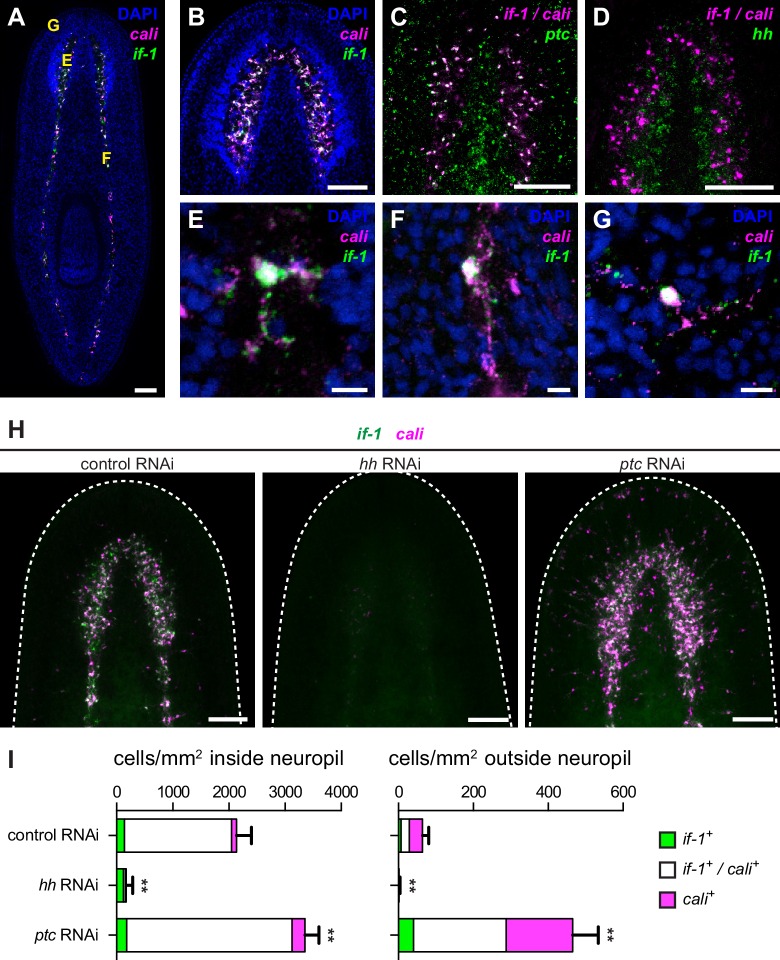
Expression of *if-1* and *cali* in neuropil cells is dependent on Hh signaling. (**A**) Double FISH for *if-1* (green) and *cali* (magenta) in wild-type animals. Cells co-expressing both markers are located in the cell body-sparse neuropil of the cephalic ganglia and ventral nerve cords. The cell body-rich cortical region is labeled by DAPI (blue). Yellow letters indicate regions detailed in **E**–**G**. (**B**) Double FISH for *if-1* and *cali* in cephalic ganglia neuropil. (**C**) Double FISH for *if-1/cali* (magenta) and *ptc* (green) indicates co-expression of the genes. Probes for *if-1* and *cali* were combined into a single channel (denoted *if-1/cali*) to improve coverage and signal intensity. 97.8 ± 2.1% of *if-1*^+^/*cali*^+^ cells in the neuropil and 100% of *if-1*^+^/*cali*^+^ cells outside the neuropil expressed *ptc*. (**D**) Double FISH for *if-1/cali* (magenta) and *hh* (green) indicates lack of co-expression. (**E**–**G**) Single *if-1*^+^/*cali^+^* cells in the (**E**) cephalic ganglion neuropil, (**F**) ventral nerve cord, and (**G**) head rim. (**H**) Double FISH for *if-1* (green) and *cali* (magenta) in animals following inhibition of a control gene, *hh*, or *ptc*. White dotted line delineates the edge of animal. (**I**) Quantification of the results from (**H**), with distribution of *if-1*^+^ only cells (green), *cali*^+^ only cells (magenta), and *if-1*^+^/*cali*^+^ cells (white). Within the neuropil, cells expressing one or both markers are present at 2135.6 ± 265.8 cells/mm^2^ in *control(RNAi)* conditions (n = 5 animals), 169.3 ± 118.6 cells/mm^2^ in *hh(RNAi)* conditions (n = 4 animals), and 3354.0 ± 249.5 cells/mm^2^ in *ptc(RNAi)* conditions (n = 5 animals). Differences were significant in both *hh* RNAi and *ptc* RNAi (**p<0.001, two-tailed t test). In the head not including the neuropil region, cells expressing one or both markers are present at 64.4 ± 16.6 cells/mm^2^ in *control(RNAi)* conditions (n = 5 animals), 1.5 ± 2.9 cells/mm^2^ in *hh(RNAi)* conditions (n = 4 animals), and 465.4 ± 68.7 cells/mm^2^ in *ptc(RNAi)* conditions (n = 5 animals). Differences were significant in both *hh* RNAi and *ptc* RNAi (**p<0.001, two-tailed t test). Anterior up, ventral side shown for **A**–**D**, **H**. Scale bars: 100 um for **A**–**D**, **H**; 10 um for **E**–**G**. **DOI:** http://dx.doi.org/10.7554/eLife.16996.010 10.7554/eLife.16996.011Figure 2—source data 1.Cell counts for *if-1* and *cali* co-expression.**DOI:** http://dx.doi.org/10.7554/eLife.16996.011

**Figure 2—figure supplement 1.**
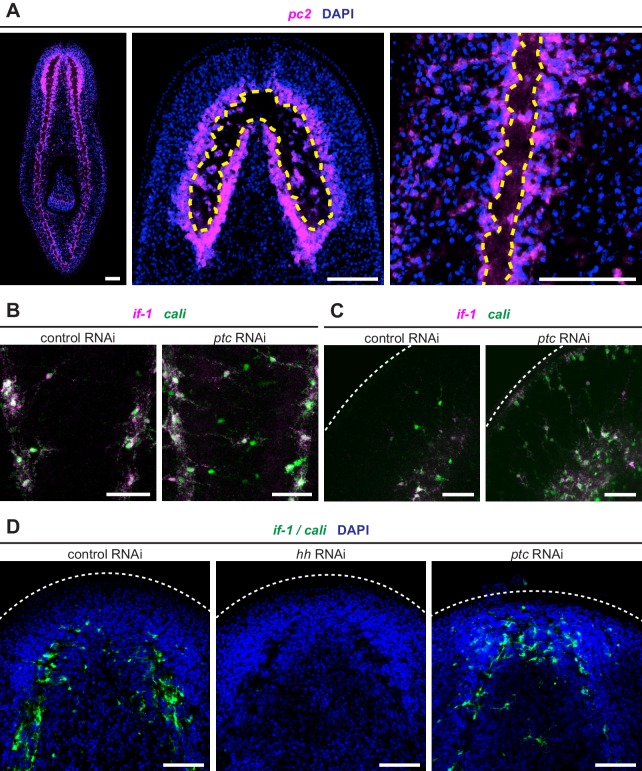
*if-1*^+^/*cali*^+^ cells are found in multiple regions. (**A**) The neuropil of the planarian CNS revealed by DAPI and FISH for *pc2*. The neuropil is the cell body-sparse region surrounded by neurons and extends from the cephalic ganglia through the ventral nerve cords (left). Neuropil boundaries (yellow dashed line) in cephalic ganglia images (center) were based on the borders between DAPI-dense regions and DAPI-sparse regions. Neuropil boundaries can also be resolved in this fashion in the ventral nerve cords (right). Cells within the CNS not entirely surrounded by other cells (i.e. adjacent to the cell body-sparse area) were considered part of the neuropil. (**B**–**C**) Double FISH for *if-1* (magenta) and *cali* (green) in animals following inhibition of a control gene or *ptc*. The images show detail of (**B**) the tail region between the ventral nerve cords and (**C**) the head rim region. (**D**) FISH for *if-1/cali* (green) in d6 anterior blastemas following inhibition of a control gene, *hh*, or *ptc*. Images of anterior blastemas show accumulation of *if-1*^+^/*cali*^+^ cells during regeneration. Images of the pharyngeal region show presentation of *hh* or *ptc* phenotype. Nuclei labeled with DAPI (blue). Anterior up, ventral side shown for all. Scale bars: 100 um for **A** and **D**; 50 um for **B** and **C**. **DOI:** http://dx.doi.org/10.7554/eLife.16996.012

**Figure 2—figure supplement 2.**
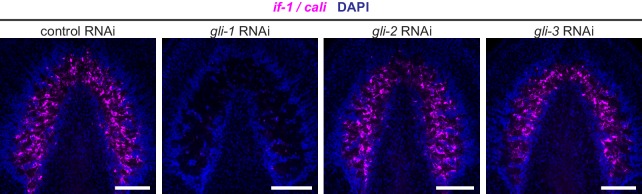
*if-1* and *cali* expression following inhibition of gli transcription factors. FISH for *if-1/cali* (magenta) in animals following inhibition of a control gene, *gli-1, gli-2*, or *gli-3*. Nuclei labeled with DAPI (blue). Anterior up, ventral side shown for all. Scale bars: 100 um for all. **DOI:** http://dx.doi.org/10.7554/eLife.16996.013

We next assessed the impact of Hh signaling perturbation on *if-1*^+^/*cali*^+^ neuropil cells. Upon *hh* RNAi, the density of *if-1*^+^/*cali*^+^ cells decreased both inside and outside the neuropil (Figure 2H–I). Because *ptc* is a negative regulator of Hh signaling (Varjosalo and Taipale, 2008), we expected an increased number of *if-1*^+^/*cali*^+^ cells in *ptc(RNAi)* animals. Accordingly, the density of cells expressing either or both *if-1* and *cali* in *ptc(RNAi)* animals increased slightly inside and considerably outside the neuropil (Figure 2H–I). Ectopic expression of these genes outside the neuropil in *ptc(RNAi)* animals was observed near the ventral surface of the animal (Figure 2—figure supplement 1B), with concentration of expression at the rim of the head (Figure 2—figure supplement 1C) near where presumptive chemosensory neurons reside (Okamoto et al., 2005).

During regeneration, *if-1*^+^/*cali*^+^ cells accumulated in the blastema, the outgrowth that forms at wounds and replaces missing tissue. As expected, no *if-1*^+^/*cali*^+^ cells were observed in the blastema in *hh(RNAi)* animals. Inhibition of *ptc* results in defective head regeneration; the cephalic ganglia in the anterior blastema appear as masses of cells without any discernable neuropil region. Nonetheless, *ptc(RNAi)* anterior blastemas had a large number of *if-1*^+^/*cali*^+^ cells despite the impaired head formation (Figure 2—figure supplement 1D).

To ensure that ablation of *if-1* and *cali* signal resulted from loss of Hh signaling, we performed RNAi on genes encoding the planarian Gli transcription factors, which are downstream effectors of the Hh pathway (Dominguez et al., 1996; Marigo et al., 1996). *gli-1* and *gli-2*, which encode activating transcription factors, and *gli-3*, which encodes a repressing Gli-family transcription factor, have been found in the *S. mediterranea* genome (Glazer et al., 2010; Rink et al., 2009). Inhibition of *gli-1* results in a similar defective tail regeneration phenotype as does inhibition of *hh* (Glazer et al., 2010; Rink et al., 2009). RNAi of *gli-1* resulted in loss of *if-1* and *cali* signal whereas RNAi of *gli-2* and *gli-3* did not have any discernable effect on expression of *if-1* and *cali* (Figure 2—figure supplement 2). We conclude that Hh signaling is required for *if-1* and *cali* expression to be detected in the neuropil. Below we assess the nature of *if-1*^+^/*cali*^+^ cells and whether Hh signaling regulates *if-1*/*cali* gene expression or the presence of these cells.

### *if-1^+^/cali^+^* cells are not neurons

Given the localization of *if-1*^+^/*cali*^+^ cells within the CNS, we assessed whether they are neurons by examining marker gene expression. *pc2, chat*, and *syn*, three markers expressed broadly in planarian neurons, were not expressed in any *if-1*^+^/*cali*^+^ cells, raising the possibility that these cells are not neurons (Figure 3A–C, Figure 3—figure supplement 1A–B). We identified and examined additional neuronal markers to further assess this possibility. Genes encoding voltage-gated ion channels, a potassium channel, a sodium channel, a calcium channel, a sodium and potassium co-transporter, Glutamic acid decarboxylase (*gd*), Tyrosine hydroxylase (*th*), Tryptophan hydroxylase (*tph*), three Synaptotagmin family members, Synaptogyrin 2, synaptic vesicle fusion proteins SNAP25 and Unc-13, the vesicular neurotransmitter transporters VAchT and VGluT, and neuronal transcription factors were all not expressed in *if-1*^+^/*cali*^+^ cells (Figure 3D–H, Figure 3—figure supplement 1C, Figure 1—source data 1). *netrin-2*, a marker previously described to be expressed in cells in the neuropil (Cebrià and Newmark, 2005), also was not expressed in *if-1*^+^/*cali*^+^ cells (Figure 3—figure supplement 1C). We conclude that, despite localization within the CNS and the presence of cytoplasmic extensions, *if-1^+^/cali^+^* cells are not neurons.

**Figure 3.**
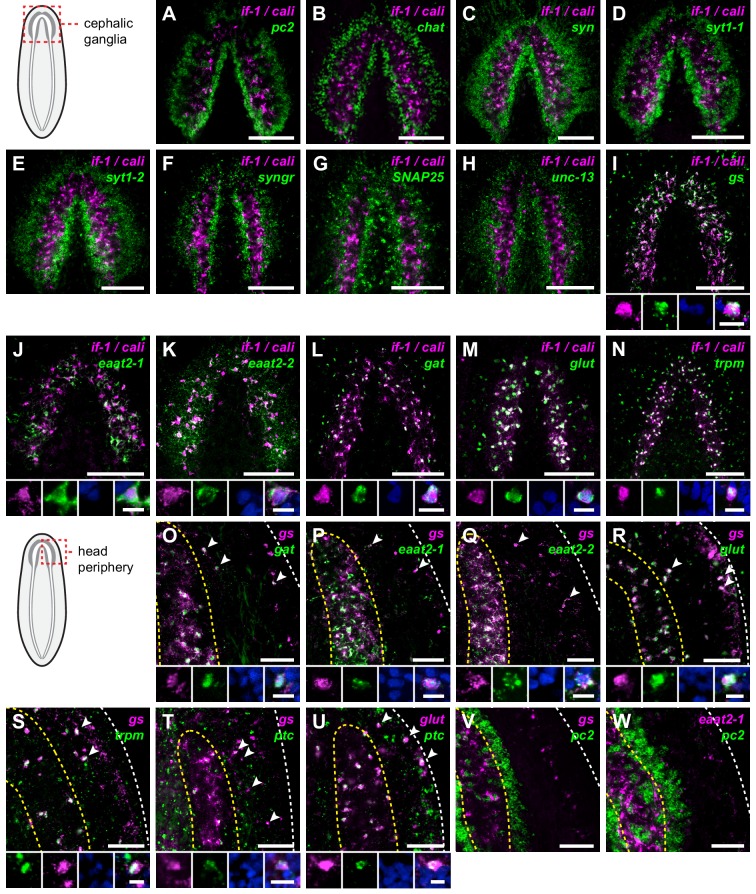
*if-1*^+^/*cali*^+^ cells express neurotransmitter reuptake and metabolism genes. (**A**–**N**) Schematic indicates region of focus. (**A**–**H**) Double FISH of *if-1/cali* (magenta) and neural markers (**A**) *pc2*, (**B**) *chat*, (**C**) *syn*, (**D**) *syt1-1*, (**E**) *syt1-2*, (**F**) *syngr*, (**G**) *SNAP25*, and (**H**) *unc-13* (green). No co-expression was observed between neural markers and *if-1* and *cali*. (**I**–**N**) Double FISH of *if-1/cali* (magenta) with orthologs of vertebrate astrocyte markers (**I**) *gs*, (**J**) *eaat2-1*, (**K**) *eaat2-2*, (**L**) *gat*, (**M**) *glut*, and (**N**) *trpm* (green). Lower panels show high magnification images of, from left to right, *if-1/cali* (magenta), astrocyte marker ortholog (green), DAPI (blue), and merged channels from a representative double-positive cell. (**O**–**W**) Schematic indicates region of focus. The images show one hemisphere of the cephalic ganglia and the lateral parenchymal space. White dotted line delineates the edge of animal. Yellow dotted line delineates borders of the neuropil. (**O**–**S**) Double FISH of *gs* (magenta) with (**O**) *gat*, (**P**) *eaat2-1*, (**Q**) *eaat2-2*, (**R**) *glut*, and (**S**) *trpm* (green). 98.7 ± 1.4% of *glut*^+^ cells in the neuropil and 99.7 ± 0.7% of *glut*^+^ cells outside the neuropil expressed *gs*. 96.8 ± 4.6% of *trpm*^+^ cells in the neuropil and 93.8 ± 4.5% of *trpm*^+^ cells outside the neuropil expressed *gs*. Arrowheads denote double-positive cells outside the neuropil. Lower panels show high magnification images of, from left to right, *gs* (magenta), astrocyte marker ortholog (green), DAPI (blue), and merged channels from a representative double-positive cell. (**T**–**U**) Double FISH of *ptc* (green) with (**T**) *gs* and (**U**) *glut* (magenta). 99.3 ± 0.7% of *glut*^+^ cells in the neuropil and 90.4 ± 4.5% of *glut*^+^ cells outside the neuropil expressed *ptc*. Arrowheads denote double-positive cells. Lower panels show high magnification images of, from left to right, *gs* or *glut* (magenta), *ptc* (green), DAPI (blue), and merged channels from a representative double-positive cell. (**V**–**W**) Double FISH of *pc2* (green) with (**V**) *gs* and (**W**) *eaat2-1* (magenta). No double-positive cells were observed in both cases. Anterior up, ventral side shown for all. Maximum intensity projections shown for **I**–**N**. Scale bars: 100 um for overviews, 10 um for insets for **A**–**N**; 50 um for overviews, 10 um for insets for **O**–**W**. **DOI:** http://dx.doi.org/10.7554/eLife.16996.014 10.7554/eLife.16996.015Figure 3—source data 1.Cell counts for glia marker co-expression.**DOI:** http://dx.doi.org/10.7554/eLife.16996.015 10.7554/eLife.16996.016Figure 3—source data 2.Accession numbers of protein sequences used in phylogenetic analysis of excitatory amino acid transporters.Text in gray represents hypothetical proteins or sequences with high BLASTX similarity.**DOI:** http://dx.doi.org/10.7554/eLife.16996.016 10.7554/eLife.16996.017Figure 3—source data 3.Accession numbers of protein sequences used in phylogenetic analysis of GABA transporters.Text in gray represents hypothetical proteins or sequences with high BLASTX similarity.**DOI:** http://dx.doi.org/10.7554/eLife.16996.017 10.7554/eLife.16996.018Figure 3—source data 4.Accession numbers of protein sequences used in phylogenetic analysis of glucose transporters.Text in gray represents hypothetical proteins or sequences with high BLASTX similarity.**DOI:** http://dx.doi.org/10.7554/eLife.16996.018 10.7554/eLife.16996.019Figure 3—source data 5.Accession numbers of protein sequences used in phylogenetic analysis of transient receptor potential channels.Text in gray represents hypothetical proteins or sequences with high BLASTX similarity.**DOI:** http://dx.doi.org/10.7554/eLife.16996.019

**Figure 3—figure supplement 1.**
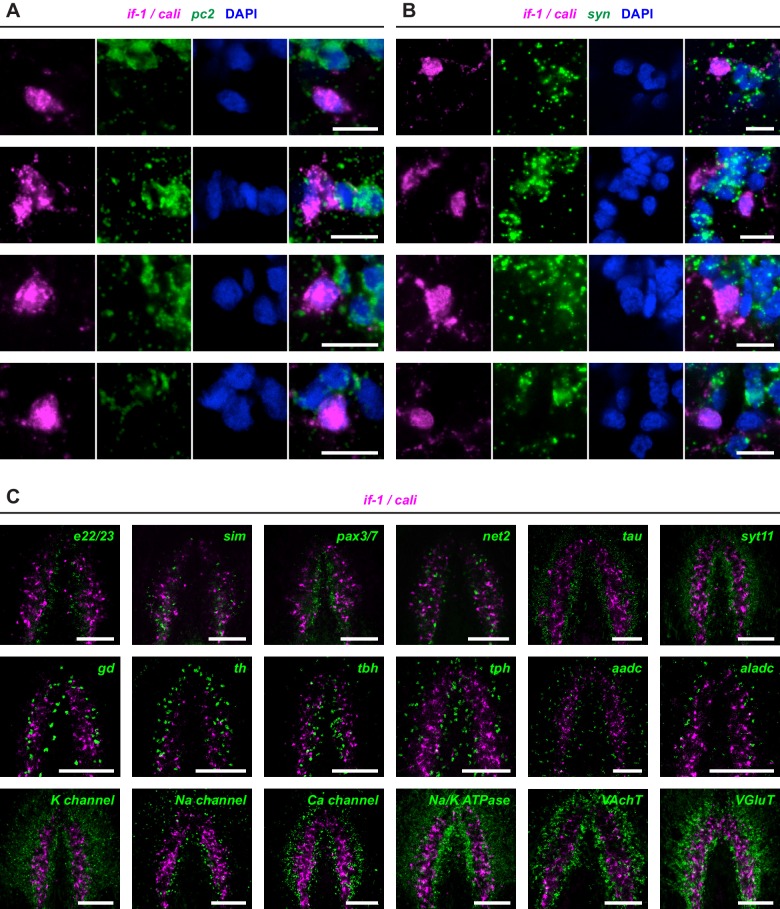
*if-1* and *cali* expression does not overlap with neuronal marker expression. (**A**–**B**) Double FISH for *if-1/cali* and (**A**) *pc2* or (**B**) *syn*. Each row shows high magnification images of, from left to right, *if-1/cali* (magenta), *pc2* or *syn* (green), DAPI (blue), and merged channels from a representative cell cluster. (**C**) Double FISH for *if-1/cali* and other described neuronal markers in wild-type untreated animals. See Figure 1—source data 1 for more information of neural markers used in co-expression studies. Anterior up, ventral side shown for **C**. Scale bars: 10 um for **A**, **B**; 100 um for **C**. **DOI:** http://dx.doi.org/10.7554/eLife.16996.020

**Figure 3—figure supplement 2.**
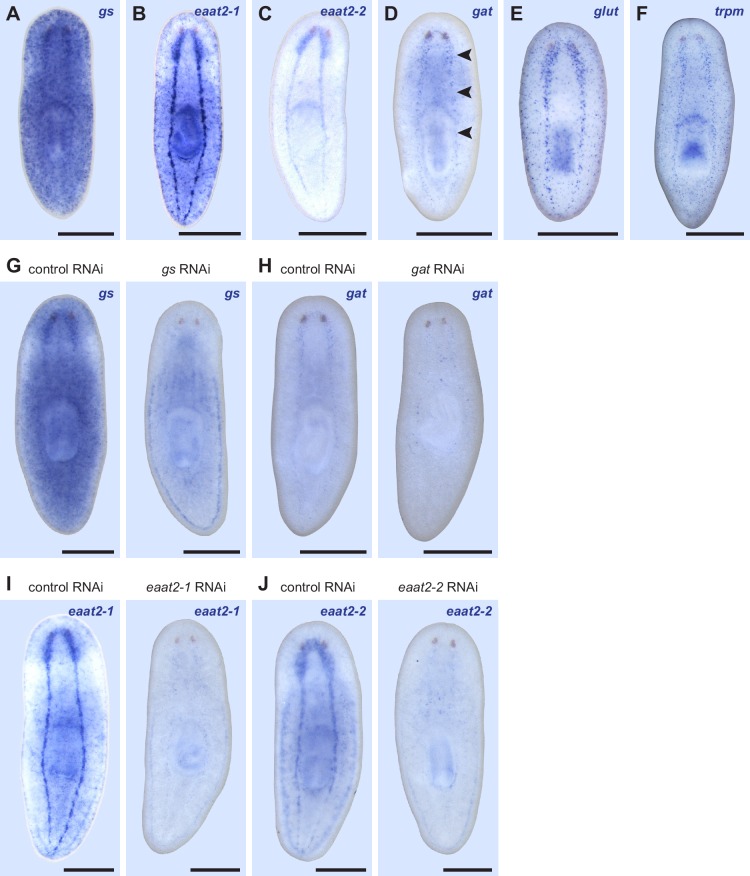
Expression patterns of markers for *if-1*^+^/*cali*^+^ cells. (**A**–**F**) WISH for (**A**) *gs*, (**B**) *eaat2-1*, (**C**) *eaat2-2*, (**D**) *gat*, (**E**) *glut*, and (**F**) *trpm*. Black arrowheads indicate light staining. (**G**) *gs(RNAi)* animals display reduced *gs* expression in the CNS compared to control animals (n = 4/4). (**H**) *gat(RNAi)* animals display slightly reduced *gat* expression in the CNS compared to control animals (n = 4/5). (**I**) *eaat2-1(RNAi)* animals display reduced *eaat2-1* expression in the CNS compared to control animals (n = 9/9). (**J**) *eaat2-2(RNAi)* animals display reduced *eaat2-2* expression in the CNS compared to control animals (n = 6/6). Anterior up, ventral side shown. Scale bars: 500 um. **DOI:** http://dx.doi.org/10.7554/eLife.16996.021

**Figure 3—figure supplement 3.**
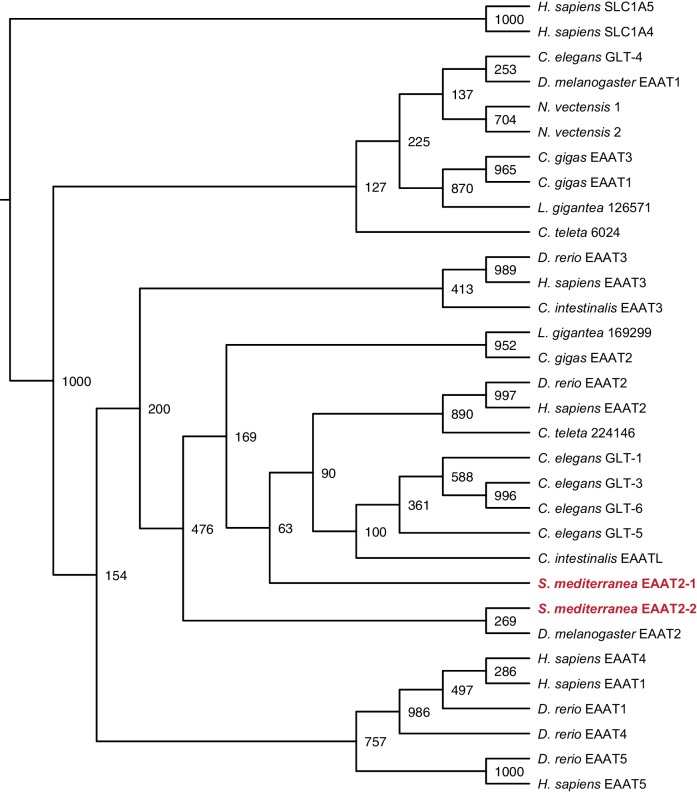
Maximum likelihood cladogram for excitatory amino acid transporters. *S. mediterranea* EAAT2-1 and EAAT2-2 fall within the excitatory amino acid transporter 2 clade. Neutral amino acid transporter proteins SLC1A5 and SLC1A6 were used as an outgroup to root the tree. Topology of vertebrate excitatory amino acid transporters roughly recapitulates previous results (Gesemann et al., 2010). Bootstrap support values listed at branch junctions. Accession numbers of protein sequences used in the analysis listed in Figure 3—source data 2. **DOI:** http://dx.doi.org/10.7554/eLife.16996.022

**Figure 3—figure supplement 4.**
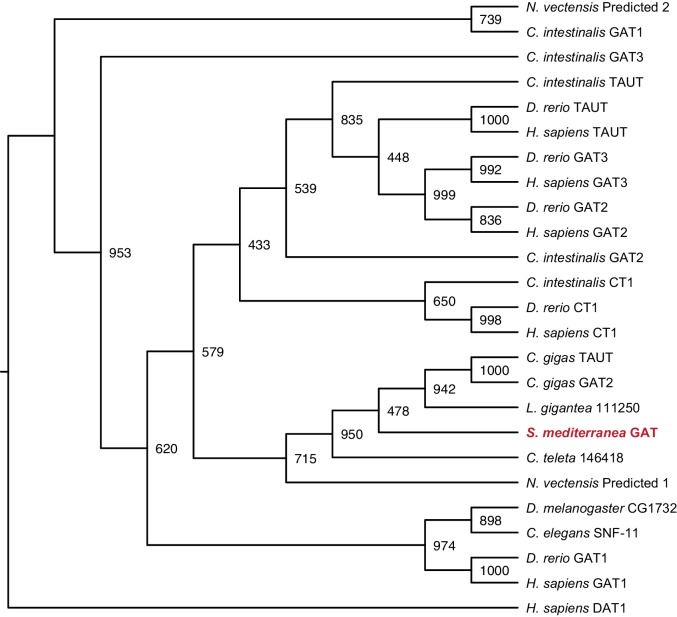
Maximum likelihood cladogram for GABA transporters. *S. mediterranea* GAT is placed with other Protostome GABA transporters, which have diverged from the vertebrate branch that includes GAT-2, GAT-3, CT1, and TAUT. Dopamine transporter DAT1 was used as an outgroup to root the tree. Topology roughly recapitulates previous results (Kinjo et al., 2013). Bootstrap support values listed at branch junctions. Accession numbers of protein sequences used in the analysis listed in Figure 3—source data 3. **DOI:** http://dx.doi.org/10.7554/eLife.16996.023

**Figure 3—figure supplement 5.**
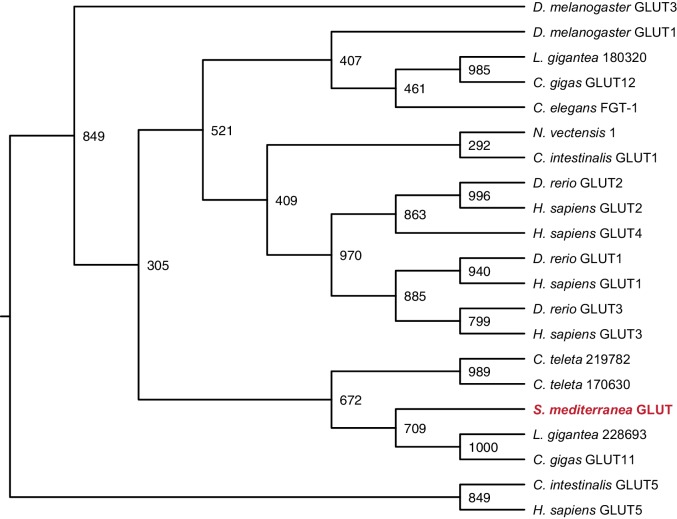
Maximum likelihood cladogram for glucose transporters. *S. mediterranea* GLUT clusters with other Lophotrochozoan glucose transporters, which diverged prior to the vertebrate glucose transporter radiation. Fructose transporter GLUT5 was used as an outgroup to root the tree. Bootstrap support values listed at branch junctions. Accession numbers of protein sequences used in the analysis listed in Figure 3—source data 4. **DOI:** http://dx.doi.org/10.7554/eLife.16996.024

**Figure 3—figure supplement 6.**
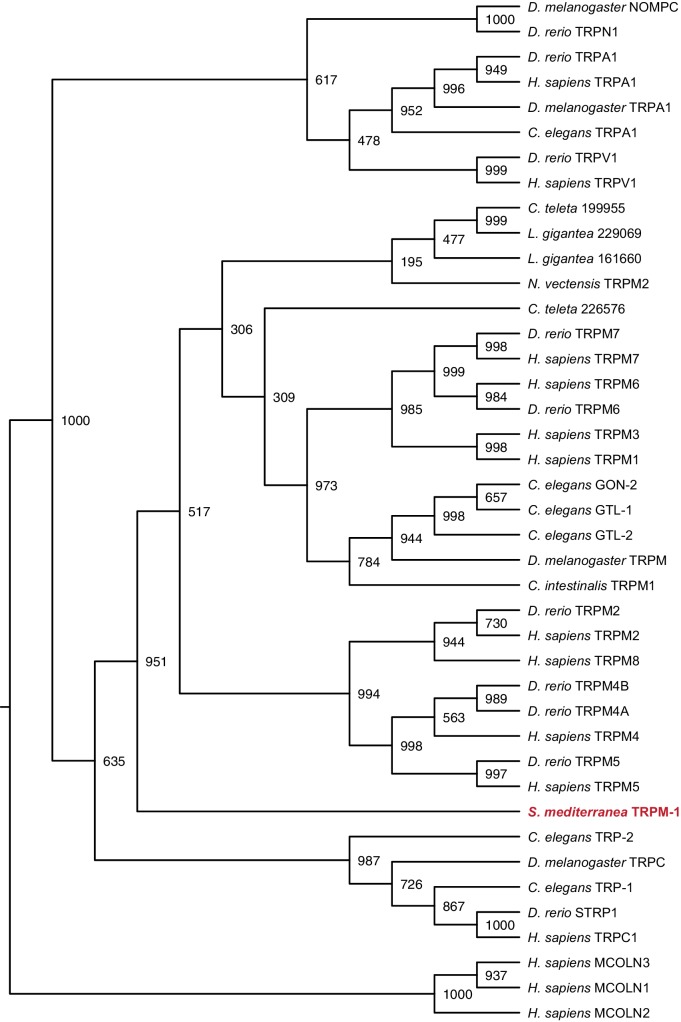
Maximum likelihood cladogram for transient receptor potential channels. *S. mediterranea* TRPM falls outside the cluster of other TRPM proteins but apart from the nearest subfamily, TRPC. Maximum likelihood tree of transient receptor potential channels constructed by PhyML with 1000 bootstrap replicates. Mucolipins were used as an outgroup to root the tree. Topology roughly recapitulates previous results (Matsuura et al., 2009). Bootstrap support values listed at branch junctions. Accession numbers of protein sequences used in the analysis listed in Figure 3—source data 5. **DOI:** http://dx.doi.org/10.7554/eLife.16996.025

### *if-1*^+^*/cali*^+^ cells express neurotransmitter reuptake and metabolism genes

In addition to neurons, the other predominant cells in the nervous systems of other organisms are glia. Glia act as neuronal support cells by providing trophic support, axon insulation, environmental maintenance, the blood-brain barrier, and synapse pruning (Pfeiffer et al., 1993; Sofroniew and Vinters, 2010). Invertebrate glia have been studied in *Drosophila* (Hartenstein, 2011) and *C. elegans* (Oikonomou and Shaham, 2011), and have been identified in annelids (Deitmer et al., 1999) and molluscs (Reinecke, 1976). Electron microscopy performed on transverse sections of the planarian *Dugesia tigrina* revealed cells distributed throughout the ventral nerve cords with lighter cytoplasmic complexity than neighboring neurons; these have been hypothesized to be planarian glial cells, but such cells had not been previously identified with molecular markers (Golubev, 1988; Morita and Best, 1966).

To determine whether *if-1*^+^/*cali*^+^ cells are planarian glia, we performed FISH using RNA probes for planarian orthologs of vertebrate glia markers. Excitatory Amino Acid Transporters, which uptake the neurotransmitter glutamate from the extracellular environment (Featherstone, 2011), and Glutamine Synthetase, which metabolizes glutamate into glutamine (Anderson and Swanson, 2000), are expressed in vertebrate astrocytes (Lehmann et al., 2009) and *Drosophila* glia (Soustelle et al., 2002; Strauss et al., 2015). These genes act in concert to allow astrocytes to remove glutamate released during synaptic transmission and prevent excitotoxicity (Anderson and Swanson, 2000). *Smed-gs (gs*) encodes an ortholog of Glutamine Synthetase and was expressed in *if-1^+^/cali^+^* cells in the neuropil as well as in cells in the ventral parenchyma and the intestine (Figure 3I, Figure 3—figure supplement 2A). Two genes encoding orthologs of the glutamate transporter GLT-1/EAAT2 (Featherstone, 2011), *Smed-eaat2-1 (eaat2-1*) and *Smed-eaat2-2 (eaat2-2*) (Figure 3—figure supplement 3), were also expressed in the majority of *if-1*^+^/*cali*^+^ cells in the neuropil and to a lesser degree outside the neuropil (Figure 3J–K, Figure 3—figure supplement 2B–C). The expression of these three genes in *if-1*^+^/*cali*^+^ cells suggests a possible role in extracellular neurotransmitter clearance.

*Smed-gat* (*gat*) is predicted to encode an ortholog of a family of GABA, creatine, and taurine transporters that are commonly used as invertebrate and vertebrate glia markers (Carducci et al., 2012; Featherstone, 2011; Minelli et al., 1996; Pow et al., 2002) (Figure 3—figure supplement 4). *gat* was also expressed in *if-1^+^/cali^+^* cells (Figure 3L, Figure 3—figure supplement 2D). Members of the glucose transporter family are expressed in vertebrate astrocytes (Morgello et al., 1995; Vannucci et al., 1997). We found a glucose transporter ortholog, *Smed-glut (glut*) (Figure 3—figure supplement 5), co-expressed in *if-1*^+^/*cali*^+^ cells in the neuropil as well as in cells outside the neuropil (Figure 3M, Figure 3—figure supplement 2E). Lastly, a Melastatin-Type Transient Receptor Potential Ion Channel (TRPM) ortholog was identified (Figure 3—figure supplement 6). In vertebrates, members of this family are expressed in oligodendrocytes (Hoffmann et al., 2010) and are induced in astrocytes during oxidative stress (Bond and Greenfield, 2007). The expression pattern of *trpm* was similar to that of *gs* and *gat; trpm* was co-expressed with *if-1* and *cali* in the neuropil, and expression was also observed in cells of the ventral parenchyma and pharynx (Figure 3N, Figure 3—figure supplement 2F).

Because we observed expression of several of these glia markers outside the neuropil, we performed double FISH analysis to determine whether these genes have overlapping expression in non-neuropil cells. Indeed, we found that *gs*^+^ cells outside the cephalic ganglia expressed *gat* (Figure 3O), *eaat2-1* (Figure 3P), *eaat2-2* (Figure 3Q), *glut* (Figure 3R), and *trpm* (Figure 3S). Both *if-1* and *cali*, when ectopically expressed outside the neuropil in *ptc(RNAi)* animals, were also co-expressed with these markers (see below). Next, to determine whether this population of cells shared further similarities with *if-1*^+^/*cali*^+^ cells in the CNS, we examined whether these cells are responsive to Hh signaling. We found that *gs*^+^ cells and *glut*^+^ cells outside the neuropil also expressed *ptc*, suggesting that at least a subset of the cells are competent to respond to Hh signaling (Figure 3T,U). To ensure that these cells outside the neuropil were not neurons, we performed double FISH for *pc2* with *gs* or *eaat2-1* and found no evidence of co-expression (Figure 3V,W). Co-expression of *gs, eaat2-1, eaat2-2*, and *gat* indicates that these cells function to reuptake and metabolize neurotransmitters, a role performed in the vertebrate nervous system by astrocytes (Anderson and Swanson, 2000). Because these cells are embedded in the planarian nervous system and express glial markers rather than neuronal markers, we hypothesize that they are glia.

To determine the role of these glia markers in planarian biology, we performed RNAi on *gs, eaat2-1, eaat2-2, gat, glut*, and *trpm*. However, we did not observe any morphological or behavioral effects in these animals during normal tissue turnover in uninjured animals and following head and tail amputation. Inhibition of gene expression was confirmed for a subset of the glial markers by WISH analysis in RNAi animals (Figure 3—figure supplement 2G–J).

### IF-1 protein localizes to cellular extensions that closely associate with neurons

To examine the morphology of *if-1*^+^ planarian cells, we raised a polyclonal antibody against the SMED-IF-1 (IF-1) protein. Whole-mount immunofluorescence revealed an extensive network of IF-1^+^ branches concentrated in the neuropil and extending out of the CNS (Figure 4A–B). The IF-1^+^ cellular extensions also formed hollow columns oriented along the dorsal-ventral axis (Figure 4C). In the periphery, IF-1^+^ processes ran along tracts that were mostly devoid of cell bodies (Figure 4D). These peripheral branches varied between animals in extent, number, and location along the AP axis. In the VNCs, the processes ran parallel to one another (Figure 4E). RNAi of *if-1* resulted in complete loss of IF-1 antibody immunolabeling, confirming that labeling was specific (Figure 4—figure supplement 1A).

**Figure 4.**
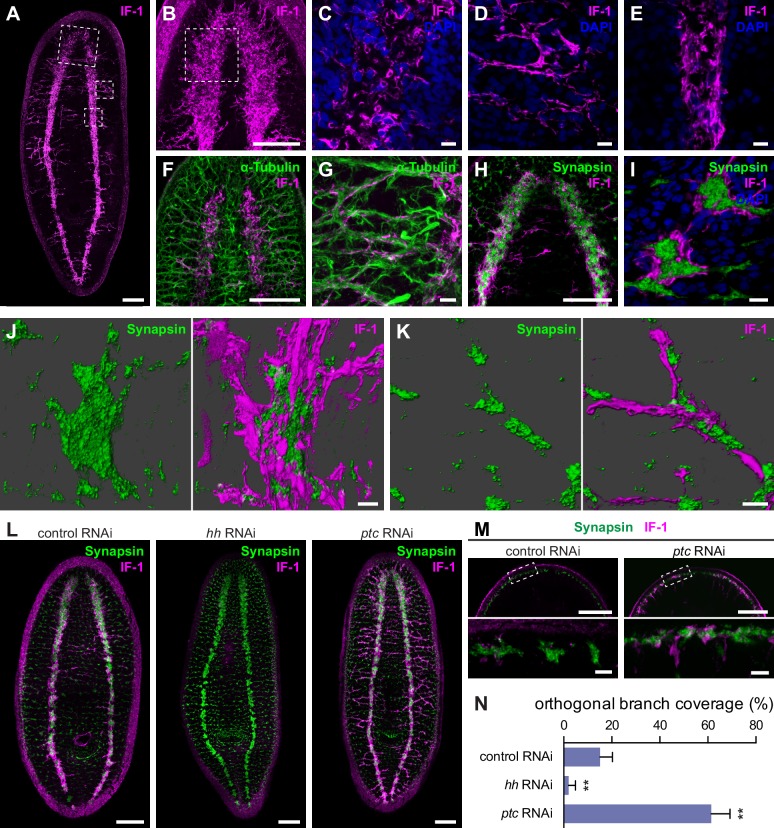
*if-1*^+^/*cali*^+^ cells have processes that closely associate with neurons. (**A**) Whole-mount immunofluorescence for IF-1 protein (magenta) in wild-type untreated animals. (**B**) Maximum intensity projection of IF-1 localization (magenta) in the cephalic ganglia. Depicted region is indicated by top dotted box in panel **A**. (**C**) IF-1 localization (magenta) in the cephalic ganglion neuropil. Depicted region is indicated by dotted box in panel **B**. (**D**) IF-1 localization in the lateral ventral parenchyma. Depicted region is indicated by middle dotted box in panel **A**. (**E**) IF-1 localization in the ventral nerve cord. Depicted region is indicated by bottom dotted box in panel **A**. (**F**–**G**) Immunofluorescence of IF-1 (magenta) and α-Tubulin (green) in (**F**) the head and (**G**) the lateral ventral parenchyma of wild-type untreated animals. (**H**–**I**) Immunofluorescence of IF-1 (magenta) and Synapsin (green) in (**H**) the head and (**I**) the ventral nerve cord of wild-type untreated animals. (**J**–**K**) 3D renderings of confocal stacks of (**J**) a synaptic glomerulus in the ventral nerve cord or (**K**) an orthogonal branch labeled with anti-IF-1 (magenta) and anti-Synapsin (green). Image on left is Synapsin only and image on right is Synapsin and IF-1. (**L**) Immunofluorescence of IF-1 (magenta) and Synapsin (green) following inhibition of *hh, ptc*, or a control gene. (**M**) Detail of immunofluorescence of IF-1 (magenta) and Synapsin (green) in the head rim of animals following inhibition of a control gene or *ptc*. Dotted box in top row refers to the corresponding image in the bottom row. (**N**) Quantification of *hh(RNAi)* and *ptc(RNAi)* phenotypes based on percentage of orthogonal axon bundles in contact with IF-1^+^ processes. In *control(RNAi)* animals, 15.1 ± 5.1% of orthogonal axon bundles contained IF-1^+^ processes (n = 5 animals). In *hh(RNAi)* animals, 2.1 ± 2.8% of orthogonal axon bundles contained IF-1+ processes (n = 5 animals). In *ptc(RNAi)* animals, 61.4 ± 7.8% of orthogonal axon bundles contained IF-1^+^ processes (n = 4 animals). The differences between both *hh* RNAi and *ptc* RNAi vs control were statistically significant (**p<0.001, two-tailed t test). Anterior up, ventral side shown for all. Scale bars: 100 um for **A**, **B**, **F**, **H**, **L**, top row of **M**; 10 um for **C**, **D**, **E**, **G**, **I**, **J**, **K**, bottom row of **M**. **DOI:** http://dx.doi.org/10.7554/eLife.16996.026 10.7554/eLife.16996.027Figure 4—source data 1.Orthogonal branch coverage counts following Hh pathway perturbation.**DOI:** http://dx.doi.org/10.7554/eLife.16996.027

**Figure 4—figure supplement 1.**
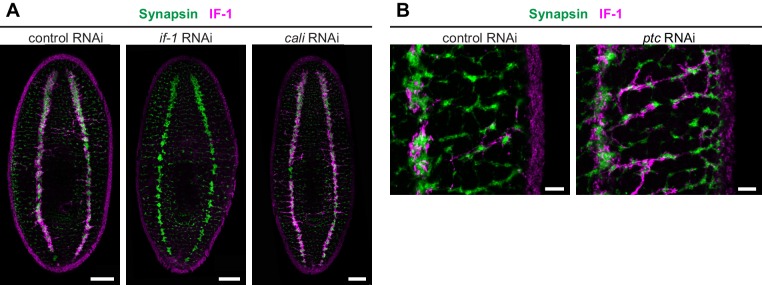
IF-1 protein accumulates in *ptc(RNAi)* animals. (**A**) Immunofluorescence of IF-1 (magenta) and Synapsin (green) in animals following inhibition of a control gene, *if-1*, or *cali*. (**B**) Detail of immunofluorescence of IF-1 (magenta) and Synapsin (green) in lateral ventral parenchyma of the trunk following inhibition of a control gene or *ptc*. Anterior up, ventral side shown for all. Scale bars: 100 um for **A**; 20 um for **B**. **DOI:** http://dx.doi.org/10.7554/eLife.16996.028

**Figure 4—figure supplement 2.**
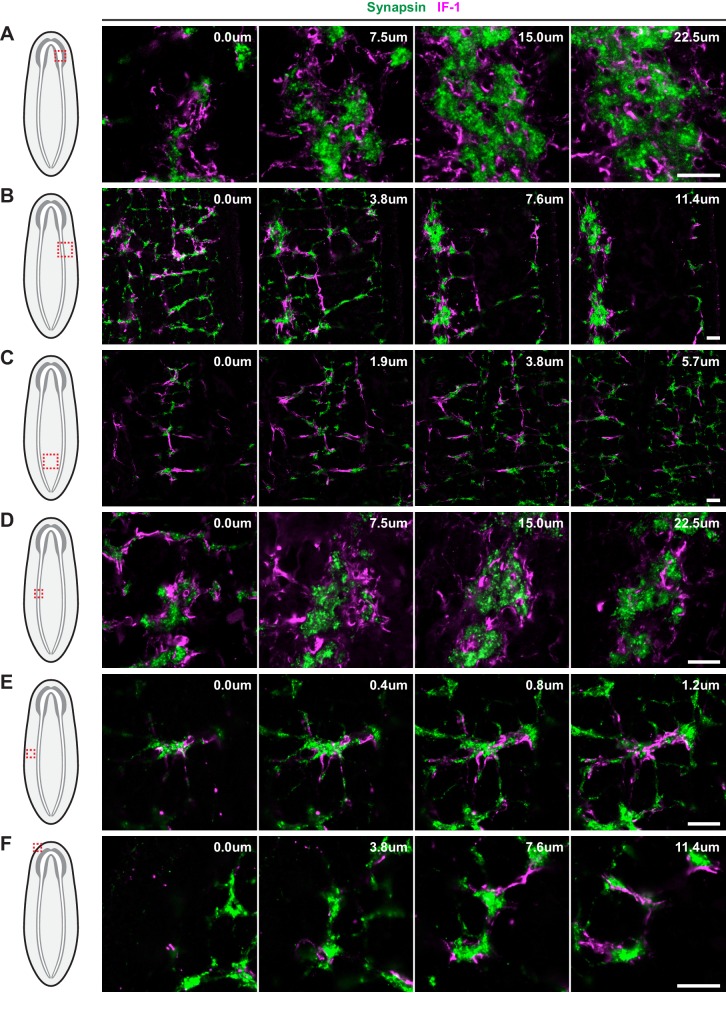
IF-1 protein-containing processes associated with Synapsin^+^ clusters. Overview of the (**A**) CNS, (**B**) VNC and flank, and (**C**) region between the VNCs, and detail of a (**D**) synaptic glomeruli, (**E**) Orthogon branch, and (**F**) head rim from an animal stained for IF-1 (magenta) and Synapsin (green). Schematics in left-most column indicate the region of the animal displayed in images. Each row represents four planes of a single confocal stack. Relative depth is indicated in the top right corner of each frame. Anterior up, ventral side shown for all. Scale bars: 20 um for all. **DOI:** http://dx.doi.org/10.7554/eLife.16996.029

To determine whether IF-1^+^ processes associated with neurons, we used antibodies against α-Tubulin and Synapsin. Antibodies against α-Tubulin label axons of both the central and peripheral nervous system in planarians (Sanchez Alvarado and Newmark, 1999). Axons traveling through the VNC neuropil regularly exit to form orthogonal commissures that extend from the VNC to the edge of the body. The IF-1^+^ processes emerging from the cephalic ganglion neuropil followed the same tracts as the α-Tubulin^+^ axon bundles (Figure 4F). A similar co-localization was observed in the orthogonal branches extending from the VNCs (Figure 4G). The IF-1^+^ processes were embedded within the nerve bundles and did not appear to fully enclose the commissural axon fascicle.

An anti-Synapsin antibody labels large clusters of synapses within the neuropil and in nerve plexuses in the grid-like network of commissural axon bundles called the Orthogon (Adell et al., 2009; Reisinger, 1925; Reuter et al., 1998). Immunofluorescence with both the anti-IF-1 antibody and the anti-Synapsin antibody showed IF-1^+^ processes weaving through the synapse-dense cephalic ganglion neuropil (Figure 4H, Figure 4—figure supplement 2A). In the ventral nerve cords, synapses accumulated into discrete, regularly spaced structures that strongly resembled synaptic glomeruli described in insect species (Boeckh and Tolbert, 1993). IF-1^+^ processes were closely affiliated with the VNCs (Figure 4—figure supplement 2B) as well as along some but not all of the branches comprising the Orthogon (Figure 4—figure supplement 2B–C). Moreover, IF-1^+^ processes appeared to encapsulate and invade Synapsin^+^ clusters throughout the VNCs and the Orthogon (Figure 4I–K, Figure 4—figure supplement 2D–F). Individual IF-1^+^ processes also extended from one Synapsin^+^ cluster to another, indicating that single planarian glia can enwrap multiple targets (Figure 4—figure supplement 2F). The branched morphology of the *if-1*^+^/*cali*^+^ cells and their close contact with both axons and areas of high synaptic density support our hypothesis that these cells are planarian glia that act in a similar fashion to astrocytes.

To further study the morphology of these cells, we performed protein-retention expansion microscopy (Tillberg et al., 2016) on animals labeled with IF-1 and Synapsin antibodies. In these animals, which have been expanded greater than 4-fold in each axis, conferring an effective lateral and axial resolution of less than 100nm to our images, IF-1^+^ processes were observed forming the encompassing layer of synaptic glomeruli, with fine processes infiltrating the Synapsin^+^ core (Video 1–4). Thinner IF-1 fibers could also be individually resolved in the VNC and the Orthogon (Video 5–8). These thin fibers, observed with expansion microscopy, further indicate the close association of IF-1^+^ processes with regions of synaptic density.

**Video 1.** Confocal stack of single synaptic glomerulus. Immunofluorescence for IF-1 (magenta) and Synapsin (green) followed by protein-retention expansion microscopy. Anterior up, ventral side shown. Scale bar: 50 um. **DOI:** http://dx.doi.org/10.7554/eLife.16996.030

**Video 2.** 3D rendering from confocal stack of single synaptic glomerulus. Immunofluorescence for IF-1 (magenta) and Synapsin (green) followed by protein-retention expansion microscopy. 3D rendering based on confocal stack from Video 1. Anterior up, ventral side shown. Scale bar: 50 um. **DOI:** http://dx.doi.org/10.7554/eLife.16996.031

**Video 3.** Confocal stack of multiple synaptic glomeruli. Immunofluorescence for IF-1 (magenta) and Synapsin (green) followed by protein-retention expansion microscopy. Anterior up, ventral side shown. Scale bar: 50 um. **DOI:** http://dx.doi.org/10.7554/eLife.16996.032

**Video 4.** 3D rendering from confocal stack of multiple synaptic glomeruli. Immunofluorescence for IF-1 (magenta) and Synapsin (green) followed by protein-retention expansion microscopy. 3D rendering based on confocal stack from Video 3. Anterior up, ventral side shown. Scale bar: 50 um. **DOI:** http://dx.doi.org/10.7554/eLife.16996.033

**Video 5.** Confocal stack of lateral orthogonal branch. Immunofluorescence for IF-1 (magenta) and Synapsin (green) followed by protein-retention expansion microscopy. Anterior up, ventral side shown. Scale bar: 50 um. **DOI:** http://dx.doi.org/10.7554/eLife.16996.034

**Video 6.** 3D rendering from confocal stack of lateral orthogonal branch. Immunofluorescence for IF-1 (magenta) and Synapsin (green) followed by protein-retention expansion microscopy. 3D rendering based on confocal stack from Video 5. Anterior up, ventral side shown. Scale bar: 30 um. **DOI:** http://dx.doi.org/10.7554/eLife.16996.035

**Video 7.** Confocal stack of medial orthogonal branch. Immunofluorescence for IF-1 (magenta) and Synapsin (green) followed by protein-retention expansion microscopy. Anterior up, ventral side shown. Scale bar: 50 um. **DOI:** http://dx.doi.org/10.7554/eLife.16996.036

**Video 8.** 3D rendering from confocal stack of medial orthogonal branch. Immunofluorescence for IF-1 (magenta) and Synapsin (green) followed by protein-retention expansion microscopy. 3D rendering based on confocal stack from Video 7. Anterior up, ventral side shown. Scale bar: 50 um. **DOI:** http://dx.doi.org/10.7554/eLife.16996.037

Inhibition of *hh* resulted in complete ablation of IF-1 immunofluorescence signal and no change in expression or localization of Synapsin protein, whereas inhibition of *ptc* caused an increase in IF-1 protein presence in cellular processes observed throughout the animal (Figure 4L). The IF-1 protein increase observed in *ptc(RNAi)* animals manifested primarily as an increase in the number of IF-1^+^ processes in contact with orthogonal axon commissures (Figure 4—figure supplement 1B) and at the head rim (Figure 4M). Normally 15.1% of orthogonal axon bundles are associated with IF-1^+^ processes, whereas the percentage decreased to 2.1% following *hh* inhibition and increased to 61.4% following *ptc* inhibition (Figure 4N). In *ptc(RNAi)* animals, no IF-1+ processes deviated from the orthogonal axon network, which appeared normal by Synapsin labeling (Figure 4—figure supplement 1B). Therefore, IF-1^+^ processes appear adjacent to axon bundles even when *if-1* is ectopically expressed.

### Inhibition of hh does not result in loss of planarian glia

To determine whether *if-1*^+^/*cali*^+^ cells in the neuropil represent a glial subtype that requires constitutive Hh signaling for survival, we examined the persistence of IF-1 protein in *hh(RNAi)* animals. If Hh signaling were required for the survival of *if-1*^+^/*cali*^+^ cells, then we would expect to see the loss of both *if-1* mRNA and IF-1 protein when the cells die. Conversely, if inhibition of Hh signaling affected transcription of *if-1* but did not impact survival of these cells, then we would expect IF-1 protein to perdure for some time after *if-1* mRNA is lost. We performed a shortened RNAi treatment (3 feedings at 4-day intervals) because IF-1 protein is completely eliminated by full treatment (Figure 4L). In *hh(RNAi)* animals we observed IF-1 protein by immunofluorescence despite the loss of detectable *if-1* FISH signal throughout the neuropil, suggesting that *hh* RNAi impacts *if-1* and *cali* transcription in existing glia over the 12-day period during which we performed RNAi (Figure 5A).

**Figure 5.**
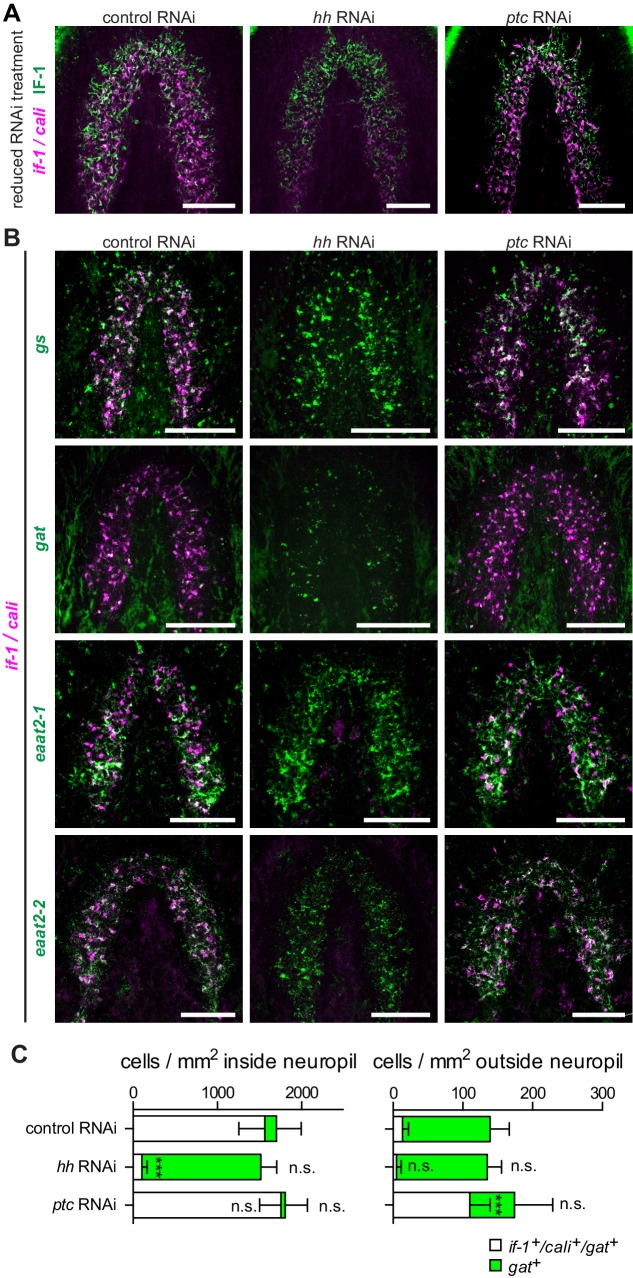
*hh* inhibition does not ablate planarian glia. (**A**) FISH of *if-1/cali* (magenta) and immunofluorescence of IF-1 (green) in animals following reduced RNAi treatment (fed d0, d4, d8, fixed d12) of a control gene, *hh*, or *ptc*. (**B**) Double FISH for *if-1/cali* (magenta) with *gs* (first row), *gat* (second row), *eaat2-1* (third row), or *eaat2-2* (fourth row) (green) following inhibition of a control gene (first column), *hh* (second column), or *ptc* (third column). (**C**) Stacked bar graph of the number of cells per square millimeter of cephalic ganglia inside the neuropil (left) and number of cells per square millimeter of the head outside the neuropil (right) expressing *gat* following inhibition of a control gene, *hh*, or *ptc*. Bar sections denote the ratio of *if-1*^+^/*cali^+^*subpopulation (white) to *if-1*^-^/*cali^-^*subpopulation (green). Statistical significance indicated by labels (n.s., not significant, ***p≤ 0.0001, two-tailed t test). Anterior up, ventral side shown for **A**–**B**. Scale bars: 100 um for **A**–**B**. **DOI:** http://dx.doi.org/10.7554/eLife.16996.038 10.7554/eLife.16996.039Figure 5—source data 1.Cell counts for co-expression of *if-1/cali* and *gat* following Hh pathway perturbation.**DOI:** http://dx.doi.org/10.7554/eLife.16996.039

**Figure 5—figure supplement 1.**
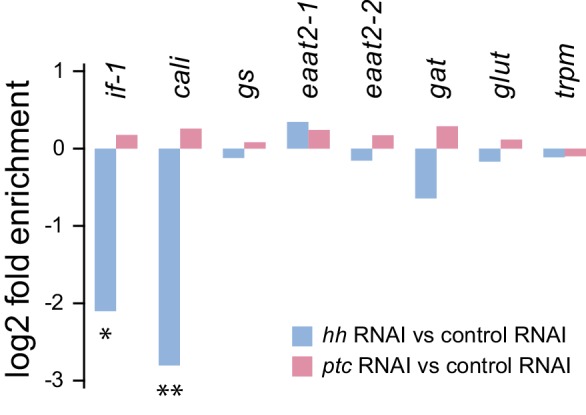
Glial marker expression levels in RNA-seq datasets. Comparison of gene expression levels from cephalic ganglia tissue samples following inhibition of *hh* or *ptc*. Differential expression magnitudes are statistically significant for *if-1* and *cali* only (*p_adj_≤0.05, **p_adj_≤0.01). **DOI:** http://dx.doi.org/10.7554/eLife.16996.040

**Figure 5—figure supplement 2.**
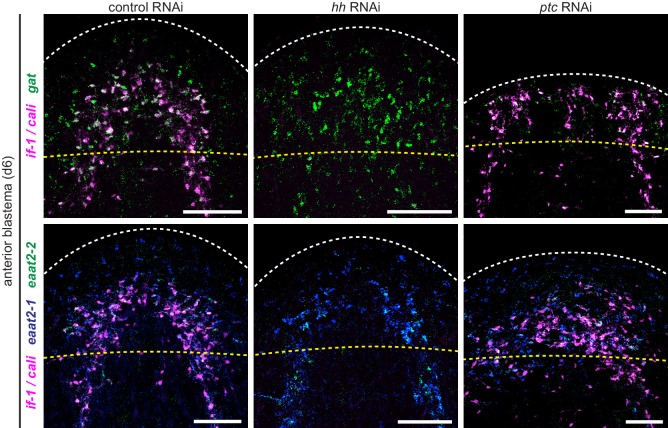
Expression of glial markers in anterior blastemas. Double FISH for *if-1* and *cali* (magenta) and *gat* (green) or triple FISH for *if-1* and *cali* (magenta), *eaat2-1* (blue), and *eaat2-2* (green) in d6 anterior blastemas of trunks following inhibition of a control gene (left column), *hh* (middle column), or *ptc* (right column). White dotted line delineates edge of animal. Yellow dotted line delineates approximate amputation plane. Anterior up, ventral side shown. Scale bars: 100 um. **DOI:** http://dx.doi.org/10.7554/eLife.16996.041

To further investigate the role of Hh signaling in glia biology we examined the expression of *gs, gat, eaat2-1*, and *eaat2-2* in uninjured *hh(RNAi)* and *ptc(RNAi)* animals. Unlike the case for *if-1* and *cali,* expression of the other glia markers was still observed throughout the neuropil and was indistinguishable from control animals. Similarly, inhibition of *ptc* had no effect on the expression or localization of *gs, gat, eaat2-1*, or *eaat2-2* (Figure 5B). We also did not observe a significant change in the total number of *gat*^+^ cells within the neuropil in *hh(RNAi)* and *ptc(RNAi)* animals compared to control animals, although the proportion of the *gat*^+^ population that co-expressed *if-1* and *cali* was reduced in *hh(RNAi)* animals (Figure 5C). Conversely, whereas a small proportion of *gat*^+^ glia outside the neuropil expressed *if-1* and *cali* in *control(RNAi)* animals, a large number of *gat*^+^/*if-1*^+^/*cali*^+^ cells were detected outside the neuropil in *ptc(RNAi)* animals despite no significant overall increase in the number of *gat*^+^ cells (Figure 5C). Given that planarian glia outside the neuropil also expressed *ptc*, these data suggest that *if-1* and *cali* were induced in these cells when Hh signaling was activated by *ptc* inhibition. We also examined transcript abundance of glia markers in our RNA-Seq data and found no statistically significant differential expression for *eaat2-1, eaat2-2, gs, gat, glut*, and *trpm* following *hh* or *ptc* RNAi (Figure 5—figure supplement 1). These results indicate that *if-1* and *cali* expression is lost in a population of *gs*^+^ and *gat*^+^ cells when *hh* is inhibited.

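The source data tables pair none of these markers with a contig, so their own values were not analysed here, and the size of change that the comparisons could call is given instead. The median standard error of a log2 fold change was 0.18 in *hh(RNAi)* and 0.15 in *ptc(RNAi)* against control CNS. More than 2-fold changes were measured for 184 contigs in *hh(RNAi)* and 200 in *ptc(RNAi)*, of which limma with Benjamini-Hochberg adjustment called 1 and 41. The log2 change of the 1 contig called in *hh(RNAi)* was 2.8 in size, and the smallest among those called in *ptc(RNAi)* was 1.08, just above the 2-fold minimum. In *hh(RNAi)* DESeq2 called 37 and the adjusted p-values of the authors' deposited table 20, so the share of these changes that is called depends on the test.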

We next assessed whether planarian glia can be formed during regeneration in *ptc(RNAi)* and *hh(RNAi)* animals. Anterior blastemas of *control(RNAi)* animals after six days of regeneration contained cells expressing planarian glia markers, both inside the forming neuropil and outside. Similar results were observed in *ptc(RNAi)* animals, despite defective head formation (Figure 5—figure supplement 2). In *hh(RNAi)* animals, expression of *if-1* and *cali* was eliminated, but cells expressing *gat, eaat2-1*, and *eaat2-2* were observed throughout the blastema (Figure 5—figure supplement 2). The presence of these markers in newly formed cells of the blastema suggests that the animal is capable of regenerating glia in the absence of Hh signaling.

### Hh signaling promotes expression of *if-1* and *cali* in existing glia

The effect of Hh signaling on *if-1* and *cali* expression could occur dynamically in mature glia cells, or could exist only during the formation of neuropil glia that subsequently express *if-1* and *cali*. To distinguish between these two possibilities, we examined whether ectopic *if-1* and *cali* expression in *ptc(RNAi)* animals required new cell production. After irradiation, animals can survive for a short time but are unable to produce new cells (Reddien et al., 2005a; Wolff and Dubois, 1948). We exposed animals to 6000 rads of ionizing radiation and subsequently began RNAi. If ectopic *if-1* and *cali* expression resulting from *ptc* inhibition required new cell production, then we would expect to see no or reduced ectopic *if-1*^+^/*cali*^+^ cells outside the neuropil in irradiated *ptc(RNAi)* animals. By contrast, we observed an increase in the number of *if-1*^+^/*cali*^+^ cells in *ptc(RNAi)* animals despite irradiation (Figure 6A–C). The number of cells that expressed *if-1* and *cali* in irradiated *ptc(RNAi)* animals was similar to the results described above in unirradiated animals (Figure 2H–I). The ectopic *if-1^+^/cali*^+^ cells outside of the neuropil in irradiated *ptc(RNAi)* animals had branches, indicating that ectopic expression occurred in existing cells with complex morphology (Figure 6B). Furthermore, the total number of *glut*^+^ cells outside of the neuropil was similar in *control(RNAi)* and *ptc(RNAi)* irradiated animals, but the proportion of *glut*^+^ cells that expressed *if-1* and *cali* was higher following RNAi of *ptc* (Figure 6D). This indicates that *ptc* RNAi induced expression of *if-1* and *cali* in existing *glut*^+^ cells. *glut*^+^ cells were not overtly irradiation sensitive (Figure 6—figure supplement 1), and therefore are likely mature cells rather than progenitors. These observations indicate that cells with ectopic *if-1* and *cali* expression in *ptc(RNAi)* animals are likely mature planarian glia, and support a model that Hh signaling normally induces expression of *if-1* and *cali* in planarian glia dependent on their proximity to *hh*^+^ neurons.

**Figure 6.**
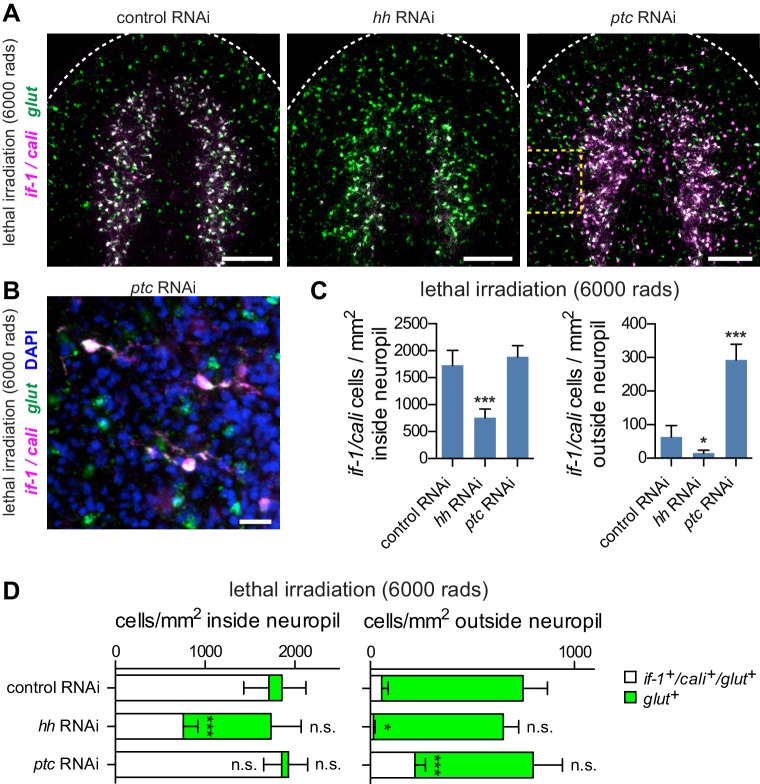
Hh signaling is required for *if-1* and *cali* expression in planarian glia. (**A**) FISH of *if-1/cali* (magenta) and *glut* (green) in animals following lethal irradiation and subsequent RNAi treatment (irradiated d0, fed d0, d4, d8, fixed d11). Yellow boxed area indicates region detailed in **B**. (**B**) Detail of *if-1*^+^/*cali*^+^/*glut*^+^ cells in the head region lateral to cephalic ganglia in *ptc(RNAi)* animal. (**C**) Quantification of *if-1*^+^/*cali*^+^ cells in irradiated *control*(*RNAi*)*, hh*(*RNAi*), and *ptc(RNAi)* animals from (**A**). *Control(RNAi)* animals had 1730.29 ± 274.57 cells/mm^2^ inside and 63.51 ± 33.93 cells/mm^2^ outside the neuropil (n = 8 animals). *hh(RNAi)* animals had 758.51 ± 160.33 cells/mm^2^ inside and 15.02 ± 9.10 cells/mm^2^ outside the neuropil (n = 8 animals). *ptc(RNAi)* animals had 1888.48 ± 206.34 cells/mm^2^ inside and 293.20 ± 46.69 cells/mm^2^ outside the neuropil (n = 9 animals). Differences between *control(RNAi)* and *hh(RNAi)* animals (*p<0.05, two-tailed t test), and between *control(RNAi)* and *ptc(RNAi)* animals (***p<0.0001, two-tailed t test) are significant. (**D**) Stacked bar graph of the number of cells per square millimeter of cephalic ganglia inside the neuropil (left) and number of cells per square millimeter of head outside the neuropil (right) expressing *glut* following inhibition of a control gene, *hh*, or *ptc*. Bar sections denote ratio of *if-1*^+^/*cali^+^*subpopulation (white) to *if-1*^-^/*cali^-^*subpopulation (green). Statistical significance indicated by labels (n.s., not significant, *p≤0.05, ***p≤0.0001, two-tailed t test). Anterior up, ventral side shown for all. Scale bars: 100 um for **A**, 20 um for **B**. **DOI:** http://dx.doi.org/10.7554/eLife.16996.042 10.7554/eLife.16996.043Figure 6—source data 1.Cell counts for co-expression of *if-1/cali* and *glut* following lethal irradiation and Hh pathway perturbation**DOI:** http://dx.doi.org/10.7554/eLife.16996.043

**Figure 6—figure supplement 1.**
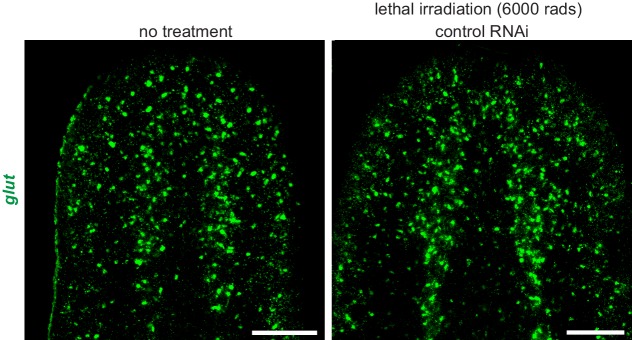
Expression of glut is not affected by lethal irradiation. FISH for *glut* (green) in untreated animals (left) and in *control(RNAi)* animals following lethal irradiation (right). Images are maximum intensity projections of confocal stacks. Anterior up. Scale bars: 100 um. **DOI:** http://dx.doi.org/10.7554/eLife.16996.044

## Discussion

### Evidence for planarian glia

Previous electron microscopy studies had identified candidate planarian glia based on their localization and appearance but did not provide any molecular evidence for their identity (Golubev, 1988; Morita and Best, 1966). We have described here the first molecular and morphological evidence for neuronal support cells in planarians. First, the greatest accumulation of planarian glia expressing orthologs of glia markers is in the neuropil, a region filled with axons (based on α-Tubulin immunofluorescence) and synapses (based on Synapsin immunofluorescence). Second, the cells have branched processes that are closely associated with neurons. These processes extend through the synapse-rich regions of the neuropil, travel along orthogonal commissures of the peripheral nervous system, and encapsulate synaptic glomeruli. Third, these cells express three neurotransmitter transporters. Orthologs of the proteins encoded by planarian *eaat2-1* and *eaat2-2* have known roles in the transport of glutamate from the extracellular environment into the cytoplasm where it is metabolized by orthologs of the enzyme encoded by *glutamine synthetase* (Anderson and Swanson, 2000), another gene expressed in these planarian cells. Glutamate released from the pre-synaptic neuron, if not removed from the synaptic cleft, can continue to activate glutamate receptors on the post-synaptic neuron, resulting in high intracellular levels of calcium and activation of pathways that lead to cellular damage (Manev et al., 1989). Additionally, because of the expression of *gat*, which encodes an ortholog of a GABA transporter, we predict that this cell type is also involved in GABA reuptake. Based upon these data, we propose that these planarian cells uptake the excitotoxic neurotransmitter glutamate from areas near synapses to prevent damage to the nervous system, similar to the function of astrocytes in other animals (Schousboe, 2003). Taking these data together, we propose that these planarian cells are glia. Continued study of the function, morphology, and molecular characteristics of these cells will allow further comparison of similarities and differences between these cells and glia in other organisms. These glia markers are also co-expressed in cells outside the neuropil region, indicating the presence of glia in the nervous system beyond the neuropil of the cephalic ganglia and ventral nerve cords. The specific function of the *if-1*^+^/*cali*^+^ glia within the neuropil remains to be determined. One hypothesis is that they are specialized to modulate environments of extremely high synaptic density, particularly around synaptic glomeruli that are characteristic of this region of the CNS.

### Hh signaling regulates gene expression in planarian glia

During homeostasis, constitutive expression of *hh* is required for expression of *if-1* and *cali* in planarian glia in the neuropil. Upon inhibition of *hh*, these cells cease transcription of *if-1* and *cali*. Inhibition of *ptc* results in ectopic *if-1* and *cali* transcription in cells distributed broadly in the animal, likely as a consequence of derepression of the Gli-1 transcription factor. This indicates that cells competent to respond to Hh ligand normally exist outside of the medial CNS. Additionally, the accumulation of *if-1* and *cali* transcripts in cells outside the neuropil in lethally irradiated (blocking all new cell production) *ptc(RNAi)* animals demonstrates that Hh signaling induces expression of the two genes in additional existing cells. Our data suggest that ectopic *if-1* and *cali* expression in *ptc(RNAi)* animals occurs in the normally *if-1*^-^/*cali*^-^ planarian glia outside the neuropil (Figure 7). We currently do not have evidence supporting or rejecting the presence of multiple planarian glia cell types. It will be of interest to further investigate these possibilities by examining the function of planarian glia responsive to Hh signaling as well as planarian glia outside of the neuropil that do not express *if-1* or *cali* in *ptc(RNAi)* animals.

**Figure 7.**
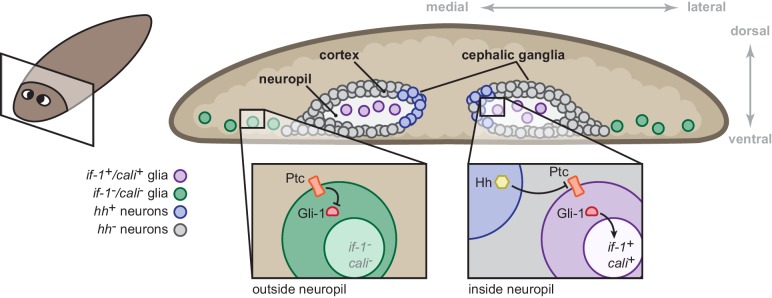
Model for the role of the Hh signaling pathway in regulation of planarian glia. Planarian glia are distributed throughout the nervous system and concentrated in the neuropil. *if-1* and *cali* expression is normally repressed in these cells by high Ptc activity. A subset of these cells, however, is adjacent to Hh-secreting neurons in the medial cortex and express *if-1* and *cali* because of inhibition of Ptc by Hh. Upon global inhibition of *hh* by RNAi, Ptc remains high in all cells and *if-1* and *cali* are repressed in glia. Upon global inhibition of *ptc* by RNAi, expression of *if-1* and *cali* is derepressed in glia. **DOI:** http://dx.doi.org/10.7554/eLife.16996.045

The ability of Hh signaling to modulate function in glia has been described in vertebrates. In reactive astrogliosis, the mammalian CNS response to injury, SHH is one of the inductive signals that induces expression of the intermediate filament GFAP (Sirko et al., 2013). Increased levels of GFAP protein result in an increase in cell size, which is necessary for the formation of an astrocytic scar at the wound site (Wilhelmsson et al., 2004). Although the function of this regulation has differences, the regulation of intermediate filament proteins by Hh signaling in glia is another striking commonality between planarians and vertebrates. Additionally, SHH secreted from neurons has been reported to regulate distinct subpopulations of mammalian astrocytes (Farmer et al., 2016; Garcia et al., 2010). Although the genes regulated by Hh signaling in these glial populations is different, the ability for neurons to instruct astrocyte expression profiles in mammals is a strikingly similar feature to what we observe in planarians (Farmer et al., 2016).

### Ancestral roles of Hh signaling in CNS development

Hh signaling plays a critical role in the vertebrate CNS pattern formation but a seemingly less direct role in *Drosophila*. SHH expression in the vertebrate floor plate establishes distinct domains of transcription factor expression in the ventral neural tube. These domains first give rise to neurons and then, at later stages of development, glia (Dessaud et al., 2008; Yu et al., 2013). The dorsal-ventral distribution of transcription factors in the developing CNS of *Drosophila* and the Lophotrochozoan *Platynereis dumerilii* bear a resemblance to the distribution of orthologous transcription factors in the vertebrate neural tube (Cornell and Ohlen, 2000; Denes et al., 2007). Hh, however, appears to play a role in the anterior-posterior patterning of *Drosophila* neuroblasts rather than dorsal-ventral patterning (Bhat, 1999). Similarly, in *Platynereis*, a role for Hh in segment patterning has been identified, but no effect of pathway perturbation on the dorsal-ventral (medial-lateral) arrangement of CNS progenitor domains was described (Denes et al., 2007).

Here, we also find that regionalized expression in the cephalic ganglia of several orthologs of Hh-responsive vertebrate neural tube transcription factors appear unaffected by Hh signaling in uninjured planarians. This is consistent with the possibility that Hh signaling was co-opted into a dorsal-ventral patterning role in the nervous system in the deuterostome lineage. The lack of head formation in *ptc(RNAi)* animals is a challenge for investigating head patterning in regenerating planarians, and further research into the neuronal progenitor pool in head blastemas following Hh pathway perturbation will be of interest for continuing to assess whether any role of Hh signaling exists in planarian nervous system patterning.

The floor plate, which is induced by SHH secreted from the notochord, serves as a mediator of axonal midline crossing through the secretion of axon guidance cues (Colamarino and Tessier-Lavigne, 1995). SHH continues its involvement in neural patterning by acting as a chemoattractant and by mediating cellular responses to other guidance cues (Parra and Zou, 2010). The *Drosophila* midline glia are considered to be an analogous structure to the vertebrate floor plate because of similar gene expression and roles in controlling midline crossing (Evans and Bashaw, 2010). Hh in *Drosophila* is required for the decision to form posterior midline glia, the function for which is still not fully understood, instead of anterior midline glia, which develop into ensheathing glia in the *Drosophila* neuropil (Watson et al., 2011). A shared function of Hh signaling among Deuterostomes, Ecdysozoans, and Lophotrochozoans therefore appears to be in the control of glia near the midline.

### Implications of molecular evidence for planarian glial cells

Planarians are an ideal model for the study of regeneration because of their nearly unrivaled regenerative ability, their ease of culture, and the molecular tools developed for rapid study of gene function. The role of glia in regeneration has been investigated in vertebrates, where glia proliferate in response to brain injury, and in insects, where surface glia can reform the blood-brain barrier (Sofroniew, 2009; Treherne et al., 1984). Interestingly, astrocytic scars appear to counteract neural regeneration by blocking the extension of axons into the damaged region (Silver and Miller, 2004). Whether planarian glia actively participate in repatterning the nervous system after injury is an interesting topic to explore, possibly leading to studies on both mechanisms of glia-neuron interaction and glial roles in neural network connectivity. If, on the other hand, planarian glia passively extend their processes into existing neural architecture, then the mechanisms that guide glial cell development and migration could be studied instead. Several lines of evidence support the second hypothesis: IF-1^+^ processes are not seen deviating from axonal tracts and perturbations affecting gene regulation in planarian glia do not result in observable disruption to the neural network.

The work we present here opens the field to a number of opportunities for continued research. Glia are now gaining recognition as an active player in nervous system development, function, and regeneration (Freeman and Rowitch, 2013; Perea and Araque, 2010; Robel et al., 2011). Further characterization of planarian glia, especially their developmental origin, will provide insight into the long-standing question of whether invertebrate and vertebrate glia share a common evolutionary origin (Hartline, 2011). Planarians are a tractable model organism that will be amenable to the study of glia in a highly regenerative member of the understudied Lophotrochozoan superphylum. We conclude that planarians possess glia and that the state of these cells localized within the CNS neuropil is regulated by midline Hh signaling.

## Materials and methods

### Planarian culture

Animals were maintained in 1x Montjuic planarian water at 20**°**C as previously described (Sánchez Alvarado et al., 2002). S2F1L3F2 sexual animals were used in dissection experiments and CIW4 asexual animals were used in all other experiments.

### Molecular biology

cDNA libraries of CIW4 planarian multi-stage total RNA were synthesized using SuperScript III (Thermo Fisher Scientific, Waltham MA). DNA fragments were amplified from cDNA with primers designed for Dresden Transcriptome Assembly sequences (Liu et al., 2013) and cloned into pGEM (Promega, Fitchburg, WI). For RNAi constructs, inserts were amplified from pGEM constructs and introduced using BP clonase (Thermo Fisher Scientific) into a Gateway vector containing flanking LacZ inducible promoters. Full-length sequences for *if-1* and *cali* were obtained with 5’ and 3’ RACE (Thermo Fisher Scientific).

### RNA interference

300ml of bacterial culture expressing dsRNA was pelleted and mixed with 1ml of 70% liver in planarian water as previously described (Reddien et al., 2005a). Asexual animals were fed 6 times at four-day intervals unless otherwise noted. Sexual animals were fed 12 times at four-day intervals. A gene not present in the planarian genome, *unc-22*, was used as a control in each RNAi experiment.

### Dissection

After four days of starvation, the animals were immersed in a 0.33N HCl solution for 30 s, washed once in PBS, washed once in PBS + 1% BSA, and immobilized dorsal-side up on a silicon elastomer pad with insect pins. One longitudinal incision and one lateral incision were made through the dorsal epidermis near the base of the pharynx. The epidermis was peeled away to expose the pharynx and a layer of gut tissue overlying the CNS. Collected tissue was placed immediately in Trizol Reagent (Thermo Fisher Scientific) and stored at −80C until all samples were processed.

### mRNA-seq analysis

cDNA libraries were generated with 1.0 ug total RNA from head fragments and 0.2 ug total RNA from dissected CNS samples using TruSeq RNA Library Preparation Kits v2 (Illumina, San Diego, CA). Libraries were prepared in duplicate with different index and sequenced Illumina HiSeq 2500. After read quality was assessed by FASTQC (RRID:SCR_005539), reads were mapped to the Dresden *S. mediterranea* Transcriptome Assembly (Liu et al., 2013) using Bowtie2 (RRID:SCR_005476) with the best single alignment reported and five bases trimmed from the 5’ end to avoid misalignments due to index sequence contamination (Langmead and Salzberg, 2012). Read counts were determined from alignment data with Samtools (RRID:SCR_002105) (Li et al., 2009) and differential expression analysis was conducted with the DESeq2 R package (RRID:SCR_000154) (Love et al., 2014). Contigs with fewer than 100 reads per kilobase per million reads (RPKM) on average per condition were removed from further analysis to eliminate false positives, unless otherwise noted.

### Phylogenetic analysis

Gene families were predicted for each glial marker by BLASTX similarity with characterized human proteins and Interpro: Protein Sequence Analysis & Characterization (RRID:SCR_006695) (Jones et al., 2014). Amino acid sequences of family members from *Homo sapiens, Danio rerio, Drosophila melanogaster*, and *Caenorhabditis elegans* as well as hypothetical protein sequences from representative Deuterostome, Protostome, and Radiata species identified by BLASTX (RRID:SCR_001653) were aligned using MUSCLE (RRID:SCR_011812) with default parameters (Kuo and Weisblat, 2011). Poorly aligned segments were eliminated using GBlocks (Castresana, 2000). Phylogenetic trees were constructed using maximum likelihood analyses (PhyML) with the WAG amino acid substitution model and 1000 bootstrap replicates (Guindon et al., 2010). Resulting trees were visualized as cladograms using FigTree (RRID:SCR_008515).

### RNA in situ hybridization and immunofluorescence

RNA probes were synthesized with digoxigenin (Roche, Basel, Switzerland), fluorescein (Roche), or dinitrophenol nucleotides (PerkinElmer, Waltham, MA). For whole-mount in situ hybridization (WISH) and fluorescent in situ hybridization (FISH), animals were fixed in 4% formaldehyde according to published protocols (Pearson et al., 2009; Scimone et al., 2016). FISH protocols were followed as previously described using RNA probe dilutions at 1:1000, anti-digoxigenin peroxidase (Roche Cat# 11207733910, RRID:AB_514500) at 1:500, anti-fluorescein peroxidase (Roche Cat# 11426346910, RRID:AB_840257) at 1:300, and anti-dinitrophenol peroxidase at 1:100 (Pearson et al., 2009).

Rabbit polyclonal antibodies for IF-1 protein were raised against peptides with amino acid sequence 'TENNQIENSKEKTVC' (GenScript, Piscataway, NJ). For immunofluorescence, animals were fixed in Carnoy’s fixative and stained as previously described (Newmark and Sanchez Alvarado, 2000; Wenemoser and Reddien, 2010). Anti-IF-1 antibody was used at 0.4 ug/ml, anti-Synapsin antibody (DSHB Cat# 3C11 (anti SYNORF1), RRID:AB_528479) at 1:1000, and anti-α-Tubulin (Lab Vision Cat# MS-581, RRID:AB_144075) at 1:1000, and were developed with tyramide signal amplification (Thermo Fisher Scientific).

To detect nuclei, animals were stained in DAPI overnight prior to mounting in VectaShield (Vector Labs, Burlingame, CA). Samples were imaged with an LSM 700 confocal microscope (Carl Zeiss AG, Oberkochen; Germany) and processed with Fiji/ImageJ (RRID:SCR_002285) (Schindelin et al., 2012). Cell counts for neuropil regions were normalized to cross-sectional area of the cephalic ganglia lobes. Cell counts for heads excluding the neuropil region were normalized to the cross-sectional area of the head.

### RNA probe specificity

RNA probe specificity for a target gene was determined by performing whole-mount in situ hybridization on animals following inhibition of the gene. Animals were fed one to four times with bacteria expressing dsRNA for a control gene or the target gene. After the last feeding, the animals were given five days to clear the intestine of lingering RNAi food prior to fixation.

### Expansion microscopy

Protein-retention expansion microscopy was performed according to published protocols (Tillberg et al., 2016) with minor adaptations for use with planarian tissue. Briefly, animals fixed with Carnoy’s fixative and developed with tyramide signal amplification were treated overnight in 100 ug/ml acryloyl-X, SE (Thermo Fisher Scientific) in PBS at room temperature. Animals were subsequently embedded in polyelectrolyte gel and digested with 200 ug/ml Proteinase K (Thermo Fisher Scientific) overnight at room temperature. Following multiple washes in water, animals achieved >4-fold expansion along each axis. Samples were imaged by confocal microscopy (Leica SP8) with a 25x water immersion objective and processed with Imaris 8.3 (BitPlane, RRID:SCR_007370).

### Irradiation

Animals were exposed to 6000 rads of ionizing radiation (GammaCell) to ablate all dividing cells as previously described (Wagner et al., 2011). Treated animals were subsequently fed dsRNA-expressing bacteria three times at d0, d4, and d8. Animals were fixed immediately after onset of anterior regression at d11.

How the deposited data were processed for this re-analysis (not part of the article)

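RNA from 4 groups of 2 libraries each was sequenced: head fragments of CIW4 animals after 6 control dsRNA feedings, and cephalic ganglia (CNS) of S2F1L3F2 animals after 12 feedings of control, *hh* or *ptc* dsRNA. Feedings were 4 days apart, and 1.0 µg of RNA went into each head library and 0.2 µg into each CNS library.

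The authors mapped the Illumina reads with Bowtie2 to the Dresden *S. mediterranea* transcriptome assembly, reporting the best single alignment after trimming 5 bases from the 5′ end, counted them with Samtools and, according to the methods, compared groups with DESeq2, whose versions the methods do not name. The columns of the deposited tables, however, carry the names that the nbinomTest function of DESeq writes, so the p-values in them are called the authors' and are not taken as values of DESeq2. The authors deposited 3 tables of 38634 contigs, 1 for each comparison. The signal columns of the deposited tables hold the mean of the normalized reads of both libraries of a group and the mean over both groups, with no unit of length or depth. The deposited ratio column is the fold change, the second group's mean divided by the first's, and was not used for tests. The deposited log2 column of the RNAi tables is the log2 of that ratio without shrinkage. The p-value columns of the deposited tables hold the authors' p and adjusted p over all contigs with reads, and were used only beside the values computed here or in named alternatives. Values from the authors' tables are named as such wherever they are given.

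The plan named edgeR quasi-likelihood with TMM for deposited counts of each library and limma for deposited normalized values of each library. For tables holding only the authors' comparison it named no test of its own. With limma as the main test on recovered reads, the choice departs from the test planned for counts. The deposited tables hold group means. Each mean is a sum of whole multiples of 2 steps, and the steps were found from contigs with few reads. All 38634 contigs were then solved for whole reads in each library, with 100% of means above 0 solved in each group. The control CNS reads recovered from the *hh(RNAi)* table and from the *ptc(RNAi)* table were identical in all 38634 contigs, and the size factors recomputed from the recovered reads equalled those implied by the steps apart from rounding. On simulated reads put through the same steps, between 99.9% and 100% of the values were recovered. Depth ran from 11479783 to 18932854 reads on contigs per library.

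The main test was limma 3.58.1 (R 4.3.3), with a trend of variance on mean expression and empirical Bayes moderation, on log2(normalized reads + 1) of the 4 libraries of a comparison. Contigs with an average of at least 100 normalized reads over both conditions were tested, p-values were adjusted by the Benjamini-Hochberg method over the tested contigs, and a contig was called at an adjusted p under 0.05 and more than 2-fold. The paper's minimum is in RPKM, which was not computed for want of contig lengths. On simulated data with 200 changed contigs (199 in CNS versus head), limma called 97.5%, 98.5% and 100% of them in the *hh(RNAi)*, *ptc(RNAi)* and CNS versus head designs, with 21, 17 and 6 false calls. All simulated changes were larger than 2-fold, in contigs above the expression minimum, with noise drawn independently for each contig. In the real *hh(RNAi)* comparison limma called 1 of 184 contigs beyond 2-fold, so these shares do not give the power in the real data. The count tools edgeR 4.0.16 (quasi-likelihood, TMM) and DESeq2 1.42.0 were run on the recovered reads as alternatives. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 did the remaining steps, and matplotlib 3.10.9 drew the figures.

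Hh-dependent transcripts were contigs called in *hh(RNAi)* or *ptc(RNAi)* with an average of at least 1000 normalized reads. Lists of genes were summarised by the mean of their log2 fold changes, and set beside 10000 random lists of contigs from the same of 20 expression bins. The effects of *hh(RNAi)* and *ptc(RNAi)* share the control libraries, so their correlation was set beside 1000 simulations of unchanged groups against the same controls.

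The genes named in the text were fixed before the data were examined, except that the values in the paper's source data tables had been read: genes the paper names and its tables identify by contig, the 30 contigs of Figure 1—source data 3, the 5 called contigs with the largest rise and the 5 with the largest fall in each comparison whose libraries did not overlap, and contigs whose direction is opposite to that of their list. Contigs without a gene symbol in the paper's tables are given by identifier, at most 2 in each direction of a comparison. Contigs outside this rule are named only where a count is small, or after their values were seen, and this is said there.

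Alternatives covered the expression minimum, the thresholds for p and fold change, the scaling of libraries, pseudocounts of 0.1 and 10, DESeq2, edgeR with DESeq2's size factors and with filterByExpr, all groups in 1 fit, the authors' p-values, and each library left out in turn. Those chosen after the data were seen were edgeR on the recovered reads with TMM, the authors' adjusted p-values, an expression minimum in either condition together with a log2 fold change above 2, other tests for the Hh-dependent transcripts in either or in both comparisons, DESeq2 and the fit over all groups for single genes, a different control library for each RNAi comparison, and *hh(RNAi)* tested directly against *ptc(RNAi)*. Of these, edgeR with TMM and the authors' adjusted p-values had been named in the plan for other kinds of deposited tables. Intervals and floors from read counts cover counting error only, since reads without molecular identifiers are not independent molecules. In situ hybridization and cell counts were not analysed here.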

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

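The test of 1 kind of cell from outside the ganglia, *hh(RNAi)* CNS against heads for the same contigs and the count of contigs still called without single libraries were chosen only after the result was seen.

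In *ptc(RNAi)* against control CNS, limma with Benjamini-Hochberg adjustment called 30 contigs outside the transcripts that the paper discusses, 22 higher and 8 lower. Their averages were all below 1000 normalized reads, and the sizes of their log2 fold changes ran from 1.08 to 3.64. Of the 22 higher ones, 21 were lower in control CNS than in head fragments, with a median log2 fold change of -2.59 for the 22, while the lower ones had a median of -0.60.

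More of other tissue as a whole in the *ptc(RNAi)* libraries was examined with the abundant contigs of heads. The 100 most abundant head contigs among those at least 4-fold lower in cephalic ganglia had a median log2 change in *ptc(RNAi)* of -0.068. It was -0.006 in library a and -0.136 in library b, and 42.0% of the contigs were above 0. The median is smaller than the difference of 0.12 between the control CNS libraries over the same contigs, so a small excess is not excluded. Each of the 22 contigs rose more than 2-fold, and an excess of that size in all outside tissue is argued against. That 1 kind of outside cell was carried along more often in *ptc(RNAi)* stays open. Control CNS against heads shares its control libraries with the *ptc(RNAi)* comparison, so a contig low by chance in the controls is pushed in opposite directions in the 2 comparisons, and no value expected without change was computed for the 21 of 22. In *hh(RNAi)* CNS, which shares no library with the *ptc(RNAi)* comparison, 21 of the 22 were also lower than in heads, with a median log2 ratio of -2.93, but no list of markers for such a cell was set before the test. Of the 30 contigs, 30 kept a log2 change beyond 1 in the same direction with any 1 library left out, but these contigs were chosen for small differences within the pairs, so that outcome decides nothing. The calls themselves did depend on single libraries: limma still called 3 of the 30 without library a of *ptc(RNAi)*, 5 without its library b, 26 without library a of the control CNS and 29 without its library b. An effect of *ptc* dsRNA on cells within the ganglia also stays open as a biological explanation and was not tested apart from these.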

How the results depend on the processing

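The tests chosen only after the result was seen were edgeR with TMM on the recovered reads, the authors' adjusted p-values, a minimum in either condition with a log2 fold change above 2, other tests for the Hh-dependent transcripts and for single genes, CNS enrichment of those transcripts relative to the median of all contigs, and a different control library for each RNAi comparison. The plan had named edgeR with TMM for deposited counts, and the authors' adjusted p-values for tables without values of each library. No paired analysis was possible because the recovered libraries carry no replicate number. The alternative without the pathway and housekeeping genes of the list was not applicable to the neuronal panel, which holds none.

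For single genes, 284 of 297 values under alternatives set in advance kept direction and side of the threshold or, without a test, stayed within the spread between libraries. Among the 284 are 3 untested values of *pax6b* that changed sign within that spread, all with 1 library left out: -0.029 in *hh(RNAi)*, from 0.36, and -0.57 and -0.11 in *ptc(RNAi)*, from 0.012. Of the others, 9 changed sign, 2 moved by more than the spread (*gli-2* and *gli-3* relative to the median of all contigs in CNS versus head) and 2 became significant. Under later alternatives 150 of 156 values were kept, 5 became significant and 1 changed sign. Those that became significant were *hh* and *if-1* in *hh(RNAi)*. The 9 and 1 that changed sign were never called and lay within 1 SD of the main value. The 9 came from leaving out 1 library, with ranges in *ptc(RNAi)* of -0.096 to 0.10 for *gapdh*, -0.071 to 0.047 for *syn*, -0.14 to 0.064 for *pc2*, -0.27 to 0.41 for *nkx6* and -0.081 to 0.49 for *if-1*, and in *hh(RNAi)* of -0.019 to 0.30 for *syn* and -0.072 to 0.51 for *nkx6*. The other was *gapdh* in *ptc(RNAi)*, at -0.032 with all groups in 1 fit. For lists and counts, 118 of 185 values stayed within 1.5 times the main count or within the spread, 66 moved and 1 reversed, and under later alternatives 14 of 35 stayed, 20 moved and 1 reversed. The cause was not tested except where the setting itself tests fewer or more contigs.

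In CNS versus head the higher and lower contigs numbered 7498 and 10427 with no filter, 2703 and 1729 with at least 100 in each condition, 707 and 600 with an average of at least 1000, 6788 and 4659 with no minimum fold change, 1854 and 1555 with a log2 fold change beyond 2, and 2268 and 1985 with at least 100 in either condition and a log2 fold change beyond 2. With edgeR and filterByExpr 7878 were lower.

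In *hh(RNAi)* the lower contigs, 1 in limma, numbered 2 with no filter, 0 at an adjusted p under 0.01 and 0 under 0.001 (276 at an unadjusted p under 0.05), 2 with edgeR and DESeq2's size factors, 2 with edgeR and filterByExpr, 2 with edgeR and TMM, 37 with DESeq2 and 10 with all groups in 1 fit. With the authors' p-values from the deposited table, adjusted over the tested contigs, 24 were lower, and with the authors' deposited adjusted p-values 20. With 1 library left out, 0 to 5 were higher and 2 to 8 lower. The most higher ones (5) and lower ones (8) came without library a of *hh(RNAi)*, and 6, 5 and 2 were lower without its library b and without control libraries a and b.

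In *ptc(RNAi)* the higher and lower contigs numbered 0 and 0 with no filter (2508 at an unadjusted p under 0.05, against 88 and 38 called by DESeq2 with the filter), 19 and 5 with at least 100 in each condition, 6 and 0 with an average of at least 1000, 5 and 1 at an adjusted p under 0.01, 0 and 0 under 0.001 (774 at an unadjusted p under 0.05), 17 and 8 with a log2 fold change beyond 2, and 17 and 2 with all groups in 1 fit. With the authors' p-values from the deposited table, adjusted over the tested contigs, 66 were higher, and with the authors' deposited adjusted p-values 59. With 1 library left out, 1 to 65 were higher and 5 to 47 lower: 1 and 8 without library a of *ptc(RNAi)*, 9 and 5 without its library b, 41 and 14 without control library a, and 65 and 47 without control library b.

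The panel mean was 2.71 over the tested contigs alone and 2.21 relative to the median of all contigs. For the CNS markers the median was 2.66 and the mean relative to that median 2.24. For the non-CNS markers the median was -1.69, the mean of tested contigs -1.35 and the mean relative to the median of all contigs -1.48.

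The Hh-dependent transcripts, 11 in the main setting, numbered 42 with an average of at least 100, 2 with no minimum, 4 with at least 1000 in each condition, 18 with at least 1000 in either, 0 when called in both comparisons, 2 at an adjusted p under 0.01, 26 with the authors' deposited adjusted p-values, 39 with DESeq2 and 7 with all groups in 1 fit. Their CNS-enriched members, 4 in the main setting, numbered 2 with no minimum, 2 with at least 1000 in each condition, 0 when called in both, 1 at an adjusted p under 0.01, 8 with the authors' deposited adjusted p-values, 14 with DESeq2, 7 with enrichment taken as any log2 fold change above 0 and 2 with enrichment taken relative to the median of all contigs. The count of 0 in both comparisons comes from limma, which had 276 and 774 contigs at an unadjusted p under 0.05, and it was also 0 with edgeR and with limma over all groups. It was 7 with DESeq2, of which 2 were CNS-enriched, and 3 with the authors' deposited adjusted p-values. Without the minimum of 1000, DESeq2 called 14 contigs in both, of which 9 were lower in *hh(RNAi)* and higher in *ptc(RNAi)* and 7 are in Figure 1—source data 3, the fit over all groups called 1 and the authors' deposited adjusted p-values 6.

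The correlation of the *hh(RNAi)* and *ptc(RNAi)* effects, 0.20, reversed to -0.24 over the contigs called in either, with 28.6% in the same direction. These contigs were chosen by their change, and unchanged groups simulated against the same controls gave 0.30 (-0.014 to 0.59) and 61.9% for them, or -0.25 to 0.76 when the difference within a pair kept its direction over all contigs, a range that holds the value found. It also reversed to -0.21 with control library b for *hh(RNAi)* and a for *ptc(RNAi)*, with 45.0% in the same direction. With the control libraries exchanged it was 0.13.

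Depth limits *pax6b*, with 26 to 71 reads per library in the RNAi comparisons, *hh* in head fragments, with as few as 4 reads, and *hh* in *hh(RNAi)*, with as few as 42 reads.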

Differences from the paper's values

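The tests with a minimum in either condition together with a log2 fold change above 2, with the authors' adjusted p-values and with DESeq2 on the transcripts of Figure 1—source data 3 were chosen only after the result was seen.

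In CNS versus head the paper counts 2237 enriched and 1938 diminished transcripts, against 4418 and 3000 here. Of the alternatives set before the data were examined, those within 1.5 times the paper's count of enriched transcripts were at least 100 in each condition (2703) and a log2 fold change beyond 2 (1854), and the other 18 were not. For diminished transcripts they were at least 100 in each condition (1729), an adjusted p under 0.01 (2890) or 0.001 (2213), a log2 fold change beyond 2 (1555), and leaving out head library a (2864) or b (2855), and the other 14 were not. At least 100 in either condition together with a log2 fold change beyond 2, chosen after seeing the values, gave 2268 and 1985 of 15127 tested, and 2278 and 1963 with the authors' deposited adjusted p-values.

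The paper selects 30 Hh-dependent transcripts, against 11 here. Of the alternatives set before the data were examined, an average of at least 100 (42) was within 1.5 times the paper's count and the other 7 were not. The authors' deposited adjusted p-values, a setting chosen after seeing the values, selected 26 and dropped 4 of the paper's 30, all of which the paper's own table lists below 2-fold in both comparisons, and DESeq2, also chosen after seeing the values, selected 39, of which 25 are in the paper's list. The paper counts 7 CNS-enriched members, against 4 here, and 6 with an average of at least 100, 5 with at least 1000 in either condition and 7 with any log2 fold change above 0 were within 1.5 times the paper's count, while the other 7 alternatives set before the data were examined were not.

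For 23 of the 30 transcripts in Figure 1—source data 3 the log2 fold change of CNS over head differs from the value computed here. The alternatives set before the data were examined were values relative to the median of all contigs and the log2 ratio of the group means. The first removes the difference for *cali* (the paper's 3.74832, here 4.20) and dd_Smed_v4_1206_0_1 (the paper's 2.85297, here 3.27), and the second does not. The second removes it for dd_Smed_v4_648_0_1 (the paper's -1.60961, here -1.71) and dd_Smed_v4_750_0_1 (the paper's 0.827887, here 0.29), and the first does not. Neither does for the others. The groups compared may be unlike: the log2 ratio of all 6 CNS libraries to the head libraries, a setting chosen after seeing the values, had a median absolute difference of 0.0652 from the paper's 30 values, against 0.524 for the 2 control CNS libraries used here, and it makes no calls and so drops none of the paper's. Values higher here are those of dd_Smed_v4_332_0_1 (the paper's 0.463699, here 1.06), dd_Smed_v4_16532_0_1 (the paper's 7.224, here 8.08), dd_Smed_v4_122_1_1 (the paper's -0.077235, here 1.15) and dd_Smed_v4_13510_0_1 (the paper's 6.98891, here 7.54), and nearer 0 dd_Smed_v4_69_0_2 (the paper's -1.14522, here -0.53). Values lower here are those of dd_Smed_v4_7131_0_1 (the paper's 0.249691, here 0.00051), dd_Smed_v4_6605_0_1 (the paper's 2.25461, here 1.88), dd_Smed_v4_433_0_1 (the paper's 1.22716, here 1.02), dd_Smed_v4_821_0_1 (the paper's -0.509069, here -0.83), dd_Smed_v4_2627_0_1 (the paper's -0.313654, here -0.71), dd_Smed_v4_2649_0_1 (the paper's -1.9404, here -2.34), dd_Smed_v4_1636_0_1 (the paper's -0.553519, here -1.35), dd_Smed_v4_2169_0_1 (the paper's 0.781199, here 0.27), dd_Smed_v4_348_0_1 (the paper's -0.974059, here -1.93), dd_Smed_v4_1242_0_1 (the paper's -0.845423, here -2.04), dd_Smed_v4_628_0_1 (the paper's -3.33811, here -4.47), dd_Smed_v4_9223_0_1 (the paper's 2.20751, here 0.77), dd_Smed_v4_13594_0_1 (the paper's 2.76248, here 1.24) and dd_Smed_v4_447_0_1 (the paper's -1.01179, here -2.49). None of the 30 values of the same table for *hh(RNAi)*, and none for *ptc(RNAi)*, differs by more than the spread between libraries.

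The paper reports a significant reduction of *hh* in *hh(RNAi)*. Here its direction was the same, at a log2 fold change of -2.01, and the adjusted p was 1.00 from limma with Benjamini-Hochberg adjustment. DESeq2, chosen for single genes after seeing the values, called it (0.00374), as did the authors' p-values from the deposited table, adjusted over the tested contigs (2.36e-05) or as deposited (6.90e-05), while edgeR gave 0.999 and the limma fit over all groups 0.303. The paper also counts *if-1* among the significant transcripts of *hh(RNAi)*, where the adjusted p was 0.595 from limma with Benjamini-Hochberg adjustment. It was called by DESeq2 (2.41e-11) and the fit over all groups (0.0402), both chosen for single genes after seeing the values, and by the authors' p-values from the deposited table, adjusted over the tested contigs (0.0171) or as deposited (0.0436), and not by edgeR (0.965). Of the paper's significant transcripts in Figure 1—source data 3, 12 in *hh(RNAi)* and 23 in *ptc(RNAi)*, limma called 1 and 10, and 12 and 23 had the paper's direction here with both RNAi libraries on 1 side of both control libraries, which chance gives in 1 of 6 cases for a set direction, and the study chose the list on these samples.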

Other observations

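The tests chosen only after the result was seen were those of read sampling, of RNA input, of the control CNS pair and of the 100 abundant head contigs, those of the contigs almost without reads in heads, of the paper's tables and of opposite directions, *hh(RNAi)* against *ptc(RNAi)* directly, and *mag-1* in the fit over all groups, with edgeR, with DESeq2 and in the authors' deposited table.

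The libraries of a pair differed more in cephalic ganglia than in head fragments. The SD of the log2 difference was 0.147 in head fragments, 0.337 in control CNS, 0.532 in *hh(RNAi)* and 0.422 in *ptc(RNAi)*. Unequal amounts of other tissue, taken over all contigs, are argued against by the correlation between the difference within a pair and the CNS to head ratio, which was at most 0.0451 in size in the RNAi pairs and -0.12 in the control CNS pair. Over the 100 most abundant head contigs that are at least 4-fold lower in CNS, however, library b of *hh(RNAi)* was higher than library a by a median log2 difference of 0.753, with 90.0% of the contigs higher, against -0.12 in control CNS, -0.16 in *ptc(RNAi)* and -0.073 in head fragments. More outside tissue in library b of *hh(RNAi)* may account for these abundant contigs, a hypothesis found and tested on the same libraries. A smaller RNA input stays open, since the group with 1.0 µg had the smallest spread (0.147) but input, tissue, strain and feedings changed together. Counting noise of reads alone is argued against, for contigs averaging at least 100 normalized reads. The median squared difference within a pair was 1.60 times that of Poisson sampling in head fragments, 4.10 in control CNS, 15.4 in *hh(RNAi)* and 8.04 in *ptc(RNAi)*. These ratios set single dissections against counting noise, and reads without molecular identifiers are not independent molecules. The sampling of molecules therefore stays open. Biological variation between dissected animals also stays open and was not tested.

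Among contigs with at most 3 reads in each head library, 8 averaged at least 1000 normalized reads in control CNS. They were chosen after their values were seen. The median correlation of each with the mean of the others across the 6 CNS libraries was 0.979, and 7 of 8 were above 0.8, the exception being dd_Smed_v4_77250_0_1 at 0.50. Their median range over those libraries was 3.39 on the log2 scale, against a median of 0.53 and a highest value of 1.79 among 61 contigs of the neuronal panel, while dd_Smed_v4_77250_0_1 had a range of 0.69. These ranges argue against transcripts of the ganglia whose level follows that of the neuronal panel for the group of 8, though not for dd_Smed_v4_77250_0_1. A source that varies as a whole between libraries, such as sequence carried by the strain or another organism, may explain the shared rise and fall. The 8 contigs took 0.931% and 0.371% of the reads in the control CNS libraries, 0.227% and 0.241% in *hh(RNAi)* and 0.109% and 0.162% in *ptc(RNAi)*. All RNAi libraries thus lay below both control libraries, although the contigs were chosen for a high level in the controls and all CNS libraries came from the same strain. Whether this order comes from the RNAi, from a source that varies between libraries or from the choice of contigs stays open. Strain and tissue changed together between heads, from asexual animals, and CNS, from sexual animals, and no sequence was examined. Transcripts that only the sexual strain holds are therefore not told apart from those of another organism.

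The CNS to head values of Figure 1—source data 3 had a median absolute difference of 0.0652 from the log2 ratio of all 6 CNS libraries to the head libraries, and of 0.524 from that of the 2 control CNS libraries. The correlations were 0.997 and 0.975. The column may hold the ratio of all CNS libraries to head fragments. The paper's count of tested, enriched and diminished transcripts in CNS versus head was within 1.02 times the counts from the authors' deposited table with at least 100 in either condition and a log2 fold change beyond 2, which may be the filter behind the paper's counts. No biological explanation applies to these patterns of tables.

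Of the contigs that limma called in *ptc(RNAi)*, 70.7% had the opposite direction in *hh(RNAi)*, above the 26.8 to 53.7% of simulated unchanged groups. A common control pushes both comparisons the same way. However, the simulated groups were unchanged in both comparisons, whereas these 41 contigs were chosen for their change in *ptc(RNAi)*. With a different control library for each comparison the share was 51.2% at its lowest, inside the simulated range. The test therefore does not decide about chance shared through the control libraries. Chance differences within the pairs of libraries stay open, so opposite effects of the pathway are not established. When the difference within a pair kept its direction, unchanged groups gave correlations of -0.25 to 0.76 over the contigs called in either comparison. That range holds the -0.24 found. In *hh(RNAi)* against *ptc(RNAi)* directly, limma called 0 of 12237 contigs higher and 11 lower, with 732 at an unadjusted p under 0.05, and DESeq2 called 23 higher and 134 lower. Of the 11, 5 are in Figure 1—source data 3.

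*mag-1* had a log2 fold change of 1.43 (standard error 0.11, adjusted p = 0.0109 from limma with Benjamini-Hochberg adjustment) in *ptc(RNAi)* against control CNS, higher in both libraries. It was not called without library a or without library b of *ptc(RNAi)*, and its adjusted p in the limma fit over all groups was 0.765. Its adjusted p was 0.00895 with edgeR and 1.12e-16 with DESeq2, and 4.21e-10 in the authors' deposited table.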
